# Comparison of total and cytoplasmic mRNA reveals global regulation by nuclear retention and miRNAs

**DOI:** 10.1186/1471-2164-13-574

**Published:** 2012-10-30

**Authors:** Beata Werne Solnestam, Henrik Stranneheim, Jimmie Hällman, Max Käller, Emma Lundberg, Joakim Lundeberg, Pelin Akan

**Keywords:** Differential detection, Gene expression, Nuclear retention, miRNA regulation, RNA-Seq

## Abstract

**Background:**

The majority of published gene-expression studies have used RNA isolated from whole cells, overlooking the potential impact of including nuclear transcriptome in the analyses. In this study, mRNA fractions from the cytoplasm and from whole cells (total RNA) were prepared from three human cell lines and sequenced using massive parallel sequencing.

**Results:**

For all three cell lines, of about 15000 detected genes approximately 400 to 1400 genes were detected in different amounts in the cytoplasmic and total RNA fractions. Transcripts detected at higher levels in the total RNA fraction had longer coding sequences and higher number of miRNA target sites. Transcripts detected at higher levels in the cytoplasmic fraction were shorter or contained shorter untranslated regions. Nuclear retention of transcripts and mRNA degradation via miRNA pathway might contribute to this differential detection of genes. The consequence of the differential detection was further investigated by comparison to proteomics data. Interestingly, the expression profiles of cytoplasmic and total RNA correlated equally well with protein abundance levels indicating regulation at a higher level.

**Conclusions:**

We conclude that expression levels derived from the total RNA fraction be regarded as an appropriate estimate of the amount of mRNAs present in a given cell population, independent of the coding sequence length or UTRs.

## Background

The advent of sequence-based assays of transcriptomes (RNA-Seq) has allowed better quantification of mRNA, with less bias and greater dynamic range than microarrays [1,2]. However RNA-Seq is undergoing a rapid evolution, and the impact of basic experimental design on data quality is still under investigation.

The majority of published transcriptome data have used RNA extracted from the whole cell (total RNA), assuming a negligible contribution of nuclear RNA to the total RNA population. This assumption has been challenged by Trask *et al.*[3], who demonstrated that the nuclear contribution does impact the gene expression profile when examining steady-state messenger RNA (mRNA) by microarray analysis. RNA extracted from the cytoplasmic fraction, which does not contain a nuclear RNA contribution, could also be used for RNA-Seq experiments. However, none of the available studies on RNA-Seq quantification have compared the use of total RNA with the use of cytoplasmic RNA.

During RNA synthesis, mRNAs are transcribed, spliced, capped, and polyadenylated in the nucleus and the resulting steady-state RNA is transported from nucleus to cytoplasm via nuclear pore complexes for translation. Messenger ribonucleoproteins are co-transcriptionally recruited to mRNA, and direct the export of mRNAs via their interaction with mRNA export factors and nuclear pore complexes [4]. This process is regulated at many levels, yielding a dynamic steady-state mRNA population that is maintained by synthesis and turnover, at varying rates for each individual transcript [5]. The rate of transportation from nucleus to cytoplasm can affect the amount of transcript detected in both the total and the cytoplasmic fractions, and hence might bias measurements of transcript levels. It has previously been shown that mRNA molecules that are not of immediate need to produce proteins are retained in the nucleus [6,7]. In addition to nuclear retention, the gene level is also regulated by other mechanisms and one of them is the degradation of mRNA by the exosome complex [8,9].

It is known that the levels of mRNA and protein abundance in cells are modestly correlated [10-12]. One can argue that cytoplasmic RNA is a better proxy for protein levels since the cytoplasmic fraction contains only mature RNA; unlike total RNA, which also contains nuclear RNA. Validation of this argument will require studies that assess how well the levels of total RNA and cytoplasmic RNA are correlated with protein abundance.

To investigate the impact of nuclear transcripts present in total RNA, we compared the expression levels of genes obtained from the total fraction with those obtained from the cytoplasmic fraction. We performed poly(A)+ RNA-Seq experiments on three human cancer cell lines (A-431, U-2 OS, and U-251MG) on cytoplasmic and total RNA fractions in quadruplicates. We investigated the effect of the length and structure of untranslated regions and the length of the coding sequences on the transcript levels in total and cytoplasmic RNA. miRNA-mediated degradation of transcripts and its role in transcript regulation was also investigated, as well as the effect on the correlation with protein levels. We present here an extensive study of RNA-Seq that compares gene expression levels from poly (A) isolated total and cytoplasmic RNA as well as their relation to protein levels.

## Results

RNA from three different human cell lines (A-431, U-2 OS, and U-251MG) was extracted from whole cells (total RNA) and from the cytoplasm (cytoplasmic RNA), which does not include nuclear transcripts. Each extraction was replicated four times. 

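RNA came from A-431, an epidermoid carcinoma cell line, from U-2 OS, an osteosarcoma cell line, and from U-251MG, a glioblastoma cell line. The deposited data hold 24 libraries of poly(A)-selected RNA, with 4 libraries of total RNA and 4 of cytoplasmic RNA for each cell line. The paper describes RNeasy extraction, with a lysis buffer that leaves nuclei whole for the cytoplasmic fraction, and single reads, whereas the sample labels name Trizol and paired-end libraries. The authors aligned the reads to hg19 (GRCh37) with TopHat 1.1.4 and SAMtools 0.1.8 and counted the reads in exons of Ensembl genes with HTSeq 0.4.6, without regard to strand. The sum of gene counts per A-431 library had a median of 25119270 in total RNA (24130875 to 32345513) and 30443468 in cytoplasmic RNA (28858299 to 32394170). In U-2 OS the median was 24096969 in total RNA (21805430 to 27623859) and 26589096 in the 4 deposited cytoplasmic libraries (25419790 to 27551776). U-251MG libraries had a median of 26328920 in total RNA (19918911 to 30835231) and 28030272 in cytoplasmic RNA (25987258 to 28349560). The read totals of Table S3 identified 23 of the 24 libraries, 22 of them by all 4 values given there, and the replicate numbers used here are those of the paper. One U-2 OS cytoplasmic library matched no entry of Table S3 and was left out, so that U-2 OS was compared with 4 total RNA and 3 cytoplasmic libraries. The paper states that one cytoplasmic U-2 OS sample was discarded for nuclear RNA, and the labels do not say whether it is that library. Table S2 places all total RNA libraries on flow cell A, together with U-251MG cytoplasmic replicates 1 and 2 and U-2 OS cytoplasmic replicate 2. All other cytoplasmic libraries were on flow cell B, so in A-431 the fraction and the flow cell cannot be told apart. Counts were scaled by TMM, genes with low counts were left out by the filterByExpr function of edgeR, and the fractions were compared within each cell line by the quasi-likelihood F-test of edgeR. A gene was called differentially detected at a Benjamini-Hochberg adjusted p under 0.001, log2 ratios are total over cytoplasmic RNA, and gene levels are counts per 1e6 TMM-scaled gene counts (CPM) unless stated. The paper bases its gene counts on 3 replicates for each RNA fraction and does not say which. The paper states that each cell line was cultivated in 4 biological replicates, but the labels do not tie libraries to cultures, so the p-values measure only the spread between these libraries.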

To ensure that the cytoplasmic fraction was pure from nuclear contamination, all extractions were analyzed using capillary electrophoresis (Additional file 1: Figure S1). The nuclear and cytoplasmic preparations had, in addition to the ribosomal peaks, discriminatory signature profiles in which the nuclear fractions contained an additional peak, which were present only in the total RNA preparation [3,13]. The strongest signal, at roughly 4000 nucleotides (~52 s), was used to determine nuclear RNA presence. All of the total RNA samples displayed the signature peak, whereas the cytoplasmic fractions did not (except for one cytoplasmic U-2 OS sample, which was removed from further processing). The samples were then sequenced using massively parallel sequencing, and RPKM (Reads Per Kilobase of exon model per Million mapped reads) values were calculated [14]. 

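Some abundant mRNAs had close levels in the fractions, while other members of their gene lists did not. RPL4, a protein of the large ribosomal subunit (chromosome 15 of GRCh37, 66790353 to 66816870), had 640 ± 7.77 CPM (SD, n = 4) in U-251MG total RNA and 670.5 ± 11.2 CPM (SD, n = 4) in cytoplasmic RNA, and its log2 ratios in U-2 OS, U-251MG and A-431 were -0.02, -0.07 and -0.04. RPS6, a protein of the small ribosomal subunit, had log2 ratios of 0.06, 0.03 and 0.03, and ATP5F1B, a subunit of the mitochondrial ATP synthase, of -0.10, -0.07 and -0.02. AXL, a receptor tyrosine kinase, had log2 ratios of 0.01, 0.05 and 0.11, and none of these 4 genes passed the test in any cell line. EGFR, the receptor for epidermal growth factor (chromosome 7, 55086710 to 55279321), was among the most abundant mRNAs of A-431, with 15880 ± 917 CPM (SD, n = 4) in total RNA and 12980 ± 231 CPM (SD, n = 4) in cytoplasmic RNA. Its log2 ratio in A-431 was 0.29 (standard error 0.0572, adjusted p = 0.000534 from edgeR). Across genes, the Pearson correlation between the fractions, computed on the median of log2(RPKM + 1) over the libraries, was 0.995 in U-2 OS (33329 genes), 0.993 in U-251MG (30850 genes) and 0.994 in A-431 (30947 genes), where genes are not independent replicates. Between a single total RNA library and a single cytoplasmic library it ranged from 0.986 to 0.989 over 12 pairs in U-2 OS, from 0.982 to 0.989 over 16 pairs in U-251MG and from 0.987 to 0.989 over 16 pairs in A-431. The median log2 RPKM of genes with a value above 0 was 3.06 ± 0.0600 (SD, n = 4) in U-251MG cytoplasmic RNA and 3.31 ± 0.112 (SD, n = 4) in total RNA, a difference of -0.25 (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). It differed by -0.22 in A-431 (3.17 ± 0.108 and 3.39 ± 0.152, SD, n = 4, exact p = 0.0571) and by -0.10 in U-2 OS (2.92 ± 0.0174, SD, n = 3, and 3.02 ± 0.0965, SD, n = 4, exact p = 0.143). With the U-251MG libraries of flow cell A alone, 2 cytoplasmic against 4 total, the difference was -0.21 (exact p = 0.133, where the smallest possible is 0.0667), and flow cell A held 1 cytoplasmic library of U-2 OS and none of A-431.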

Expression values were in excellent agreement between total and cytoplasmic preparations for every cell line (Pearson correlation coefficient > 0.93 (Figure 1A and Additional file 2: Figure S2) and the distribution of the RPKM values between the total and cytoplasmic fractions did not differ significantly (Figure 1B). 

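Genes that mark each cell line were found in both fractions. SPARC, a matrix protein of osteoblasts (chromosome 5 of GRCh37, 151040657 to 151066536), had 1621 ± 39.9 CPM (SD, n = 4) in U-2 OS total RNA and 1396 ± 42.9 CPM (SD, n = 3) in cytoplasmic RNA, a log2 ratio of 0.22 (standard error 0.0520, adjusted p = 0.00174 from edgeR, not past the threshold). COL3A1, a fibrillar collagen, had a log2 ratio of -0.13 and CDH11, a cadherin of mesenchymal cells, of 0.01 in U-2 OS. In U-251MG, the neural stem cell markers FABP7 and NES had log2 ratios of -0.04 and -0.11, and CDH2, a cadherin listed here as a marker of U-2 OS (chromosome 18, 25512843 to 25757910), was higher in total RNA of U-251MG by a log2 ratio of 0.33 (standard error 0.0592, adjusted p = 0.000718), and had one of 0.16 in U-2 OS (standard error 0.0513, adjusted p = 0.0148, not past the threshold). KRT17, a keratin of squamous epithelia, had a log2 ratio of -0.28 in A-431 (standard error 0.1010, adjusted p = 0.0337). Of 22 tested epithelial markers of A-431, 9 were higher in total RNA and 1 was lower in that cell line (9 and 1 adjusted over the list alone), with a median log2 ratio of 0.12, while 1 of the 18 tested in U-2 OS was higher. Of 13 glial markers tested in U-251MG none was called by edgeR (4 higher and 2 lower in total RNA at an unadjusted p under 0.05, and 2 higher by DESeq2), and of 12 osteoblast markers tested in U-2 OS none was called (2 higher and 3 lower at an unadjusted p under 0.05, and 1 in each direction by DESeq2). Against the other genes, the A-431 markers were higher in total RNA of A-431 by the camera test with a preset correlation (adjusted p = 0.0241), and not by camera with the correlation estimated from the libraries (adjusted p = 0.634 with an estimated correlation). With the RPKM limits of Table S4, 25590.7 ± 14.6 genes (SD, n = 3) were detected per library in U-2 OS cytoplasmic RNA and 25017.5 ± 231 (SD, n = 4) in total RNA (two-sided exact permutation test, p = 0.0571). The numbers were 23065.8 ± 189 and 22320.0 ± 284 in U-251MG and 22997 ± 64.7 and 22395 ± 189 in A-431 (SD, n = 4, exact p = 0.0286 for each, the smallest that 4 against 4 libraries allow). With every library thinned to the smallest total count, and a count of at least 1 in place of the RPKM limits, cytoplasmic libraries held 255.3 more genes in U-2 OS. They held 597.5 more in U-251MG and 459.3 more in A-431 (exact p = 0.0286 for each of the 3). A count of at least 1 without thinning gave 577.9, 864.75 and 817.25 more (exact p = 0.0571, 0.0286 and 0.0286). By the RPKM limits and without thinning, the U-251MG libraries of flow cell A alone differed by 584 genes (2 against 4 libraries, exact p = 0.133) and all U-251MG libraries by 745.75.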

In all cell lines, the gene coverage was slightly higher in cytoplasmic RNA than in total RNA.

**Figure 1:**
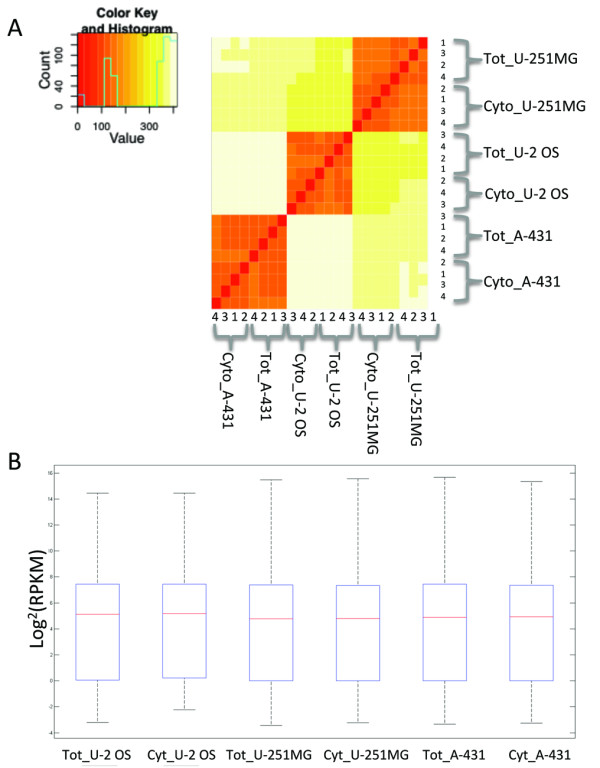
**Distribution of gene expressions for the total and cytoplasmic preparation. A**: Heatmap of sample preparation and cell lines. **B**: The distribution of all RPKM values for total and cytoplasmic RNA for the three cell lines U-2 OS, U-251MG, and A-431. The mean RPKM values for total and cytoplasmic RNA of each cell line did not differ significantly (*p* < 0.05).

The DESeq algorithm was used to find sets of genes detected at different levels in cytoplasmic and in total RNA [15], hereafter referred to as *differentially detected* (DD) genes. A number of DD genes were identified between the total and cytoplasmic fractions within each cell line (Figure 2A–C). 

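In A-431, SPTBN1, a spectrin of the membrane skeleton (chromosome 2 of GRCh37, 54683454 to 54898583), was higher in total RNA at 621.9 ± 78.8 CPM (SD, n = 4) against 146.2 ± 17.2 CPM (SD, n = 4) in cytoplasmic RNA, a log2 ratio of 2.09 (standard error 0.0895, adjusted p = 7.63e-11 from edgeR). MACF1, which links microtubules to actin, had a log2 ratio of 1.12 in A-431 (standard error 0.152, adjusted p = 0.000348). In the other direction, LENG8 (chromosome 19, 54960368 to 54973196) had 69.8 ± 18.7 CPM in A-431 total RNA and 217.6 ± 15.7 CPM in cytoplasmic RNA (SD, n = 4), a log2 ratio of -1.64 (standard error 0.167, adjusted p = 0.000107). In U-251MG, CNRIP1, a protein that binds a cannabinoid receptor (chromosome 2, 68511303 to 68547183), was higher in total RNA by a log2 ratio of 1.76 (standard error 0.19, adjusted p = 0.000226). TTLL3, a tubulin glycine ligase, MZF1, a zinc finger transcription factor, and PILRB, an immune receptor (chromosome 7, 99949799 to 99965454), were higher in U-251MG cytoplasmic RNA, with log2 ratios of -1.44, -1.37 and -1.37 (adjusted p = 0.000173, 0.000606 and 0.000225). In U-2 OS, SPCS2, a subunit of the signal peptidase (chromosome 11, 74660306 to 74690078), was higher in total RNA by a log2 ratio of 0.78 (standard error 0.088, adjusted p = 6.66e-08). METRN, a secreted factor of glial cells (chromosome 16, 765118 to 769655), was higher in U-2 OS cytoplasmic RNA with a log2 ratio of -0.92 (standard error 0.141, adjusted p = 0.000104). Reads of SPCS2 can be shared with its processed pseudogene copies, and counting without regard to strand does not part a gene from an overlapping antisense transcript. Of the genes tested, 3234 of 16376 (19.7%) were differentially detected in A-431, 2083 of 16128 (12.9%) in U-251MG and 1509 of 18049 (8.36%) in U-2 OS. The median size of a called log2 ratio was 0.44 in A-431, 0.56 in U-251MG and 0.34 in U-2 OS. The counts depended on single libraries: without one library at a time, the genes higher in total RNA numbered 848 to 1941 in A-431, 232 to 903 in U-251MG and 235 to 1369 in U-2 OS. With an offset for transcript GC content, chosen after the data were seen, the genes higher in total RNA numbered 573 in A-431, 70 in U-251MG and 337 in U-2 OS.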

In A-431 and U-251MG, 18% and 15% of the genes were detected in different amounts between total and cytoplasmic RNA of the approximately 15000 detected genes; whereas in U-2 OS, only 6% of the genes were differentially detected (*p* < 0.001, based on three replicates for each RNA fraction). 

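Genes higher in total RNA included chaperones of the endoplasmic reticulum (ER) in all 3 cell lines. CANX, a membrane-bound lectin chaperone (chromosome 5 of GRCh37, 179105629 to 179158642), had log2 ratios of 0.29, 0.51 and 0.56 in U-2 OS, U-251MG and A-431 (standard errors 0.0586, 0.0604 and 0.0598, adjusted p = 0.000373, 0.000106 and 2.41e-06 from edgeR). HSP90B1, the HSP90 of the ER (chromosome 12, 104323885 to 104347709), had log2 ratios of 0.30, 0.43 and 0.54 and was called in each, and HSPA5, the ER chaperone BiP, was higher in A-431 by 0.48 (standard error 0.0507, adjusted p = 1.93e-06). Of 39 ER chaperones and folding enzymes, 15 were higher and 2 lower in A-431 total RNA, 6 and 1 in U-251MG, and 8 and 2 in U-2 OS (15 and 2, 8 and 2, and 8 and 2 adjusted over the list alone). SSR4, a subunit of the translocon-associated complex, was lower in all 3. Their median log2 ratios were 0.17, 0.14 and 0.06, and against other genes the list was higher in A-431 by camera with a preset correlation (adjusted p = 0.00012, and adjusted p = 0.0873 with an estimated correlation). Of 39 receptors and transporters of the plasma membrane tested in A-431, 17 were higher and 1 lower in total RNA (17 and 1 adjusted over the list alone, camera adjusted p = 2.19e-05, and adjusted p = 0.460 with an estimated correlation), among them TFRC, the transferrin receptor (0.58, standard error 0.0734, adjusted p = 1.17e-05). In U-251MG 4 of 40 receptors were higher and 2 lower, with a median of 0.03 and a mean of -0.03, and in U-2 OS 2 of 42 were higher and 5 lower (5 and 4, and 3 and 6, adjusted over the list alone). Of 43 matrix and integrin genes in A-431, 14 were higher and 1 lower (14 and 2 adjusted over the list alone, camera adjusted p = 0.000893, and adjusted p = 0.460 with an estimated correlation), among them THBS1, the matrix protein thrombospondin (0.62, standard error 0.0682, adjusted p = 3.16e-06), and ITGB1, an integrin subunit (0.59, standard error 0.0543, adjusted p = 6.71e-07). The matrix and integrin genes had 6 higher and 5 lower of 50 in U-251MG (6 and 5 adjusted over the list alone) and 3 higher and 5 lower of 51 in U-2 OS (4 and 7 adjusted over the list alone), where camera placed them lower in total RNA (adjusted p = 0.00413, and adjusted p = 0.725 with an estimated correlation). Of 48 genes of cytosolic or nuclear proteins with very long coding sequences, 18 were higher in A-431 total RNA and none was lower by edgeR (20 and none adjusted over the list alone, 29 and 1 at an unadjusted p under 0.05, 22 and none by DESeq2), with a median log2 ratio of 0.34 (camera adjusted p = 3.08e-08, and adjusted p = 0.634 with an estimated correlation). In U-251MG 9 of 50 such genes were higher and 3 lower (10 and 3 adjusted over the list alone), and in U-2 OS 1 of 49 in each direction, GCC2 and PLEC (1 and 1 adjusted over the list alone), where the median was -0.14 (camera adjusted p = 0.0045, and adjusted p = 0.725 with an estimated correlation). Over all genes tested, 1677 were higher in total RNA and 1557 in cytoplasmic RNA in A-431, 957 and 1126 in U-251MG, and 858 and 651 in U-2 OS. Each cytoplasmic library also held relatively more counts of GC-rich genes: the median log2 CPM of genes over 60% GC minus that of genes under 40% GC, centred over the libraries, was 0.32 ± 0.151 and -0.32 ± 0.189 in A-431 cytoplasmic and total RNA (SD, n = 4), 0.44 ± 0.184 and -0.44 ± 0.235 in U-251MG (SD, n = 4), and 0.19 ± 0.151 (SD, n = 3) and -0.24 ± 0.114 (SD, n = 4) in U-2 OS (two-sided exact permutation test, p = 0.0286 for each). With the U-251MG libraries of flow cell A alone, 6 genes were higher in total and 13 in cytoplasmic RNA, the median log2 ratio of the ER list was 0.15 and that of the receptors 0.09, and the GC difference between the fractions was 0.75 (2 against 4 libraries, exact p = 0.0667). With an offset for GC content, chosen after the data were seen, the medians of the matrix genes and of the very long genes in U-251MG changed sign. In A-431 the medians with this offset were 0.16 for the very long genes, 0.12 for the ER list, 0.23 for the receptors and 0.28 for the matrix genes.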

There were approximately as many genes detected at higher levels in total RNA (1380, 405, and 1072 in A-431, U-2 OS, and U-251MG, respectively) and in cytoplasmic RNA (1334, 512, and 1203 genes in A-431, U-2 OS, and U-251MG, respectively).

**Figure 2:**
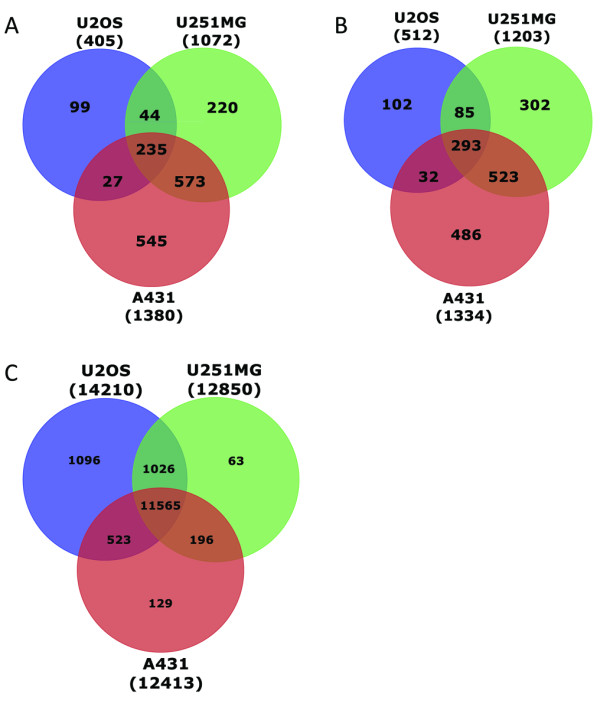
**Number of differentially detected genes between the preparation methods for each cell line. A**: Genes detected at a significantly higher level (**A**), lower level (**B**) or with no difference (**C**) in total RNA compare to cytoplasmic RNA. The percentages of differentially detected genes were: A-431 18%, U-251MG 15%, and U-2 OS 6%; calculated as the sum of genes at a higher and lower level divided by the total number of detected genes.

### Length and structure of untranslated regions influence nucleus-to-cytoplasm transportation rate of transcripts

Messenger RNAs vary in sequence and length and this can affect their rate of transportation to the cytoplasm. To investigate this, genes that were detected differentially—in one, two, or all three cell lines—were selected and classified into two groups: genes that had a higher number of copies in the total RNA fraction and genes that had a lower number of copies in the total RNA fraction and plotted separately (Figure 2A and B). 

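TAOK1, a stress-activated kinase (chromosome 17 of GRCh37, 27717381 to 27878921), was higher in total RNA in all 3 cell lines, with log2 ratios of 0.29 in U-2 OS, 1.12 in U-251MG and 0.95 in A-431 (standard errors 0.0589, 0.0752 and 0.0694). ZDHHC20, a palmitoyltransferase (chromosome 13, 21922923 to 22033509), had log2 ratios of 0.53, 0.90 and 0.73, and NEXN, the actin-binding protein nexilin (chromosome 1, 78354198 to 78409580), of 0.49, 0.68 and 0.78. PABPC1L, a relative of the cytoplasmic poly(A)-binding protein (chromosome 20, 43538701 to 43587676), was higher in cytoplasmic RNA in all 3, with log2 ratios of -0.99, -1.67 and -1.81 (standard errors 0.0852, 0.209 and 0.118). DNHD1, a dynein heavy chain domain protein (chromosome 11, 6518490 to 6614988), had log2 ratios of -0.52, -1.13 and -1.08, and ATAD3B, an ATPase of the mitochondrial inner membrane (chromosome 1, 1407145 to 1433228), of -0.47, -1.14 and -1.08. The DNA helicase PIF1, MSH5, a protein of meiotic recombination, and PAXX, a factor of DNA end joining, had log2 ratios of -0.53, -0.56 and -0.70 in U-2 OS, -1.02, -1.07 and -1.02 in U-251MG and -1.04, -0.95 and -0.72 in A-431. MRPL55, a protein of the mitochondrial ribosome (chromosome 1, 228294380 to 228297013), and the membrane protein TMEM256 (chromosome 17, 7306294 to 7307416) were also higher in cytoplasmic RNA in each cell line, with log2 ratios in U-2 OS of -0.71 and -0.91. Of 14273 genes tested in all 3 cell lines, 333 were higher in total RNA in all of them, where independent calls would give 6.15, and 220 were higher in cytoplasmic RNA in all of them, where independent calls would give 4.62. In exactly 2 cell lines 586 genes were higher in total RNA and 693 in cytoplasmic RNA, and in a single one 1321 and 1288. Across genes, which are not independent replicates, the log2 ratios of U-251MG and A-431 had a Pearson correlation of 0.84, those of U-2 OS and U-251MG 0.71 and those of U-2 OS and A-431 0.62 (Spearman 0.87, 0.757 and 0.687).

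**Figure D1:**
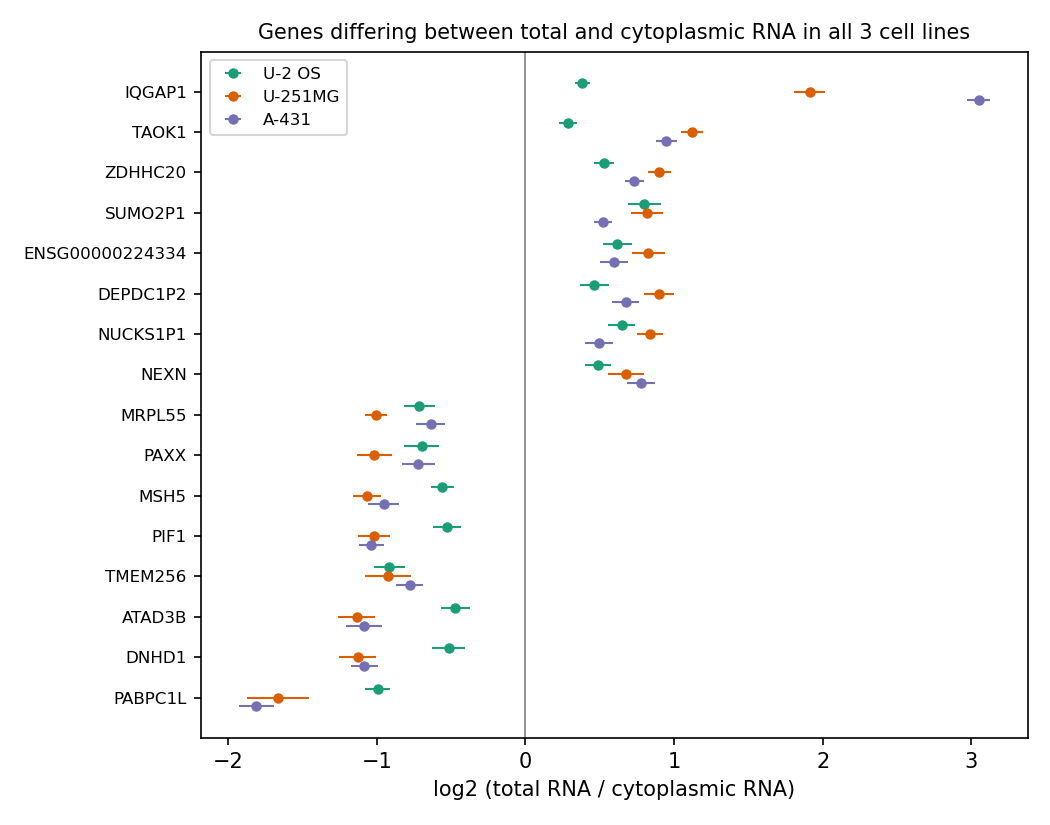
Log2 ratio of total over cytoplasmic RNA (x axis) of the genes called in the same direction in all 3 cell lines with the largest mean ratios, 8 in each direction, as points with the standard error of edgeR for each cell line. IQGAP1 in A-431 lies farthest to the right at 3.05 and PABPC1L in A-431 farthest to the left at -1.81.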

Differential detection of genes in total or cytoplasmic RNA fractions relies on that total RNA fraction would contain all mature polyadenylated transcripts whether they were in the cytoplasm or in the nucleus of the cell, whereas the cytoplasmic fractions only contain transcripts already transported to the cytoplasm.

To study whether the lengths of untranslated regions (UTRs) could affect the transportation rate of transcripts, we compared the UTR and coding sequence lengths of differentially detected genes with those of genes exhibiting no differential detection. We found that genes detected in higher amounts in total RNA (*p* < 0.001) tended to have longer UTRs (Figure 3A and B) and that a significant proportion of longer transcripts were detected at lower levels in the cytoplasmic RNA (Figure 3C and Additional file 3 Figure S3C). This trend was consistent for genes that were differentially detected in one or more cell line (Figure 3 and Additional file 3: Figure S3A and B). 

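TAOK1, higher in total RNA in all 3 cell lines, has a 3’ UTR of 8881 bases and a 5’ UTR of 756 bases in the annotation, and ZDHHC20, also higher in total RNA, a 3’ UTR of 4125 bases. Of the genes higher in cytoplasmic RNA, PIF1 has a 3’ UTR of 59 bases, MRPL55 one of 80 bases and PABPC1L one of 197 bases. IQGAP1, a scaffold protein of the actin cytoskeleton, has a coding sequence of 4974 bases and was called higher in total RNA in every cell line. The 3’ UTRs of genes higher in total RNA in all 3 cell lines had a median length of 2687.5 bases (n = 286), against 1189 bases in the genes called in none (n = 7307), a difference of 1.18 on the log2 scale (two-sided permutation test of the difference in mean log2 length, 100000 resamples, p = 1e-05, the smallest it can give). Genes higher in cytoplasmic RNA in all 3 had a median 3’ UTR of 319 bases (n = 195, log2 difference -1.90, p = 1e-05). The 5’ UTRs had a median of 197 bases in genes higher in total RNA (n = 285), 105 bases in genes higher in cytoplasmic RNA (n = 195) and 151 bases in genes called in none (n = 7275), with p = 0.0107 and p = 0.00309 from the same permutation test. Coding sequences had a median of 1750.5 bases in genes higher in total RNA (n = 286) and 1365 bases in genes called in none (n = 7371, log2 difference 0.36, permutation p = 2e-05). Transcript GC content also differed, with a median of 38.0% in genes higher in total RNA (n = 329), 61.0% in genes higher in cytoplasmic RNA (n = 211) and 48.1% in genes called in none (n = 9636, permutation p = 1e-05 for each). Against genes of matched GC content, a comparison chosen after the data were seen, the 3’ UTR difference of genes higher in total RNA was 0.48 (permutation p = 0.00038) and their coding sequence difference 0.53 (p = 1e-05). The 3’ UTR difference of genes higher in cytoplasmic RNA was -1.23 by the same matching (permutation p = 1e-05). Lengths are those of the complete protein-coding transcript with the longest coding sequence in GENCODE v44lift37, genes are not independent replicates, and against genes of matched expression the coding sequence difference was 0.10 (permutation p = 0.937).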

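ZBTB41, a zinc finger gene (chromosome 1 of GRCh37, 197122812 to 197170423) with a 3’ UTR of 5677 bases, was higher in total RNA of U-251MG by a log2 ratio of 1.08 (standard error 0.0979, adjusted p = 4e-05 from edgeR). In A-431, SYT16, a synaptotagmin-like protein (chromosome 14, 62278692 to 62579268) with a 3’ UTR of 11843 bases, was higher in total RNA by 1.06 (standard error 0.0863, adjusted p = 2.11e-07). The 3’ UTRs of genes higher in total RNA had a median of 1985 bases in U-2 OS (n = 712, against 1187 bases in 12043 genes not called there), 2915 bases in U-251MG (n = 825, against 1222 in 10298) and 2383 bases in A-431 (n = 1479, against 1105 in 9271). Genes higher in cytoplasmic RNA had medians of 437 bases in U-2 OS (n = 563), 480.0 bases in U-251MG (n = 966) and 539 bases in A-431 (n = 1252), and all 6 differences had p = 1e-05 in the two-sided permutation test, the smallest it can give. The 5’ UTRs of genes higher in total RNA had medians of 192 bases in A-431 (against 148, permutation p = 1e-05) and in U-251MG (against 158, permutation p = 0.00419), and of 162 bases in U-2 OS (against 160.0, permutation p = 0.383). Coding sequences of genes higher in total RNA had medians of 2197.5 bases in A-431 (n = 1484, against 1350.0) and 1896 bases in U-251MG (n = 827, against 1428), and of 1221 bases in U-2 OS (n = 715, against 1482), so they were shorter in U-2 OS, with p = 1e-05 for each. Genes higher in cytoplasmic RNA had median coding sequences of 1633.5 bases in U-2 OS (n = 574, p = 0.0241), 1587 bases in U-251MG (n = 975, p = 0.00071) and 1473 bases in A-431 (n = 1271, p = 1e-05), each longer than those of the genes not called. Across genes, the Spearman correlation of the log2 ratio with 3’ UTR length was 0.273 in U-2 OS, 0.388 in U-251MG and 0.364 in A-431, and 0.372 in the U-251MG libraries of flow cell A alone. With coding sequence length it was -0.084, 0.076 and 0.145, and 0.083 in the U-251MG libraries of flow cell A, where genes are not independent replicates. With transcript GC content it was larger in size, at -0.647 in U-2 OS, -0.799 in U-251MG and -0.751 in A-431. In the U-251MG libraries of flow cell A alone the correlation with GC content was -0.748.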

We obtained UTR fold energies of 15,127 genes from the UCSC genome browser (calculated by Vienna RNA Package [16]). A more negative fold energy corresponds to a more structured sequence. Figure 3D–E and Additional file 4: Figure S4 show that genes that were detected at higher levels in total RNA had lower UTR fold energies (were more structured) than those with no differential detection. 

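The 5’ UTR of TAOK1 had a fold energy of -406.6 kcal/mol and that of IQGAP1 one of -35.9 kcal/mol, as folded with RNAfold, and both genes were higher in total RNA in every cell line. Among genes higher in cytoplasmic RNA in every cell line, DNHD1 had a 5’ UTR of -236.2 kcal/mol, MRPL55 of -122.8 kcal/mol and TMEM256, with a 5’ UTR of 13 bases, of -0.9 kcal/mol. The median 5’ UTR fold energy of genes higher in total RNA in all 3 cell lines was -82.6 kcal/mol (n = 285), against -58.3 kcal/mol in genes called in none (n = 7275, two-sided permutation test of the difference in means, p = 0.305). Genes higher in cytoplasmic RNA in all 3 had a median of -46.1 kcal/mol (n = 195, permutation p = 0.0221). Cell line by cell line, genes higher in total RNA had medians of -66.6, -75.9 and -74.75 kcal/mol in U-2 OS, U-251MG and A-431, against -61.0, -60.5 and -56.85 kcal/mol in genes not called (permutation p = 0.986, 0.679 and 0.129). Genes higher in cytoplasmic RNA had medians of -45.5, -50.5 and -52.75 kcal/mol in U-2 OS, U-251MG and A-431 (permutation p = 0.00879, 0.0366 and 0.637). Fold energy grows with length, and divided by length the energy of genes higher in cytoplasmic RNA differed from that of genes called in none by -0.026 kcal/mol per base (permutation p = 0.046). For genes higher in total RNA this difference was -0.022 kcal/mol per base (permutation p = 0.0805).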

The data also show that the secondary structure of the 3’ UTRs had a stronger effect compared to 5’ UTRs.

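The 3’ UTR of ZDHHC20 had a fold energy of -1193.6 kcal/mol and that of CANX one of -726.6 kcal/mol, and both genes were higher in total RNA in all 3 cell lines. Among genes higher in cytoplasmic RNA, the 3’ UTR of ATAD3B had -1005.3 kcal/mol, that of PAXX -53.7 kcal/mol, that of PIF1 -7.4 kcal/mol and that of DNHD1 -1.3 kcal/mol. The median was -525.95 kcal/mol in 120 genes drawn from those higher in total RNA in all 3 cell lines, -131.65 kcal/mol in 120 drawn from those higher in cytoplasmic RNA, and -356.7 kcal/mol in 150 drawn from those called in none. Against the last group, the two-sided permutation test of the difference in means gave p = 0.0641 for genes higher in total RNA and p = 1e-05, the smallest it can give, for genes higher in cytoplasmic RNA. In 50 genes drawn per cell line, genes higher in total RNA had medians of -450.45 kcal/mol in U-2 OS, -472.15 in U-251MG and -382.5 in A-431 (permutation p = 0.486, 0.1 and 0.796), and genes higher in cytoplasmic RNA of -151.45, -234.3 and -171.15 (permutation p = 0.002, 0.00766 and 0.00549). Only 3’ UTRs of up to 6000 bases were folded, which left out 30 of 286 genes higher in total RNA, 279 of 7307 called in none and none of the 195 higher in cytoplasmic RNA, and the difference between the effects of the 3’ and 5’ UTRs was not tested. Divided by length, both 3’ UTR differences changed direction, to 0.0572 kcal/mol per base in genes higher in total RNA and -0.0922 in genes higher in cytoplasmic RNA (permutation p = 1e-05 for each).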

**Figure 3:**
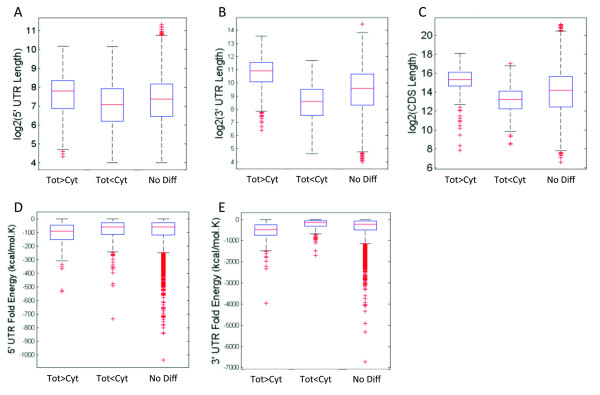
**Boxplot showing length and fold energies of UTRs and coding sequence for all cell lines.** Genes detected at a significantly higher level in total RNA than in cytoplasmic RNA (Tot>Cyt), lower level (Tot<Cyt), and genes with no significant differential detection (No Diff). **A**: Length of 5’ UTRs. **B**: Length of 3’ UTRs. **C**: Coding sequence length. **D**: Fold energy for 5’ UTRs. **E**: Fold energy for 3’ UTRs.

### Genes with higher numbers of miRNA target sites were detected in lower levels in the cytoplasmic RNA fraction compare to total RNA fraction

Transcripts that are degraded in the cytoplasm in high rates will also contribute to the differential detection since those degraded in cytoplasm will be detected at lower levels in the cytoplasmic RNA fraction compared to total RNA fraction. To investigate whether these genes have a higher number of micro-RNA (miRNA) targets, hence resulting in a higher probability for degradation when exported into the cytoplasm, an analysis comparing the number of miRNA targets per gene was performed. The same method to classify differentially detected genes (described in Figure 2) was used for the analysis. The miRNA data for the three cell lines (A-431, U-2 OS, U-251 MG) has been described elsewhere [17]. The list of experimentally verified miRNAs per target gene was downloaded from miRTarBase [18] and compared with the list of expressed miRNA in each cell line. As described by Akan et al., the three cell lines have very similar miRNA profiles but U-2 OS have more uniquely expressed miRNAs. There was a significant difference (p < 0,001) between the three groups of differentially detected genes for each cell line (Figure 4). The genes that had a higher number of transcripts in the total RNA fraction (Tot>Cyt) showed for all three cell lines a slightly higher number of miRNA targets than the genes that had a lower number of copies in the total RNA fraction (Tot<Cyt) and genes that where not differentially detected (No Diff). Interestingly, the cell line with a more pronounces difference between the groups, U-2 OS, is also the cell line that has more uniquely expressed miRNAs, and this could be the explanation for the slightly higher number of miRNA targets per gene seen in U-2 OS. Overall, the data suggests that the miRNA may be one of the contributing factors for differential detection of genes.

**Figure 4:**
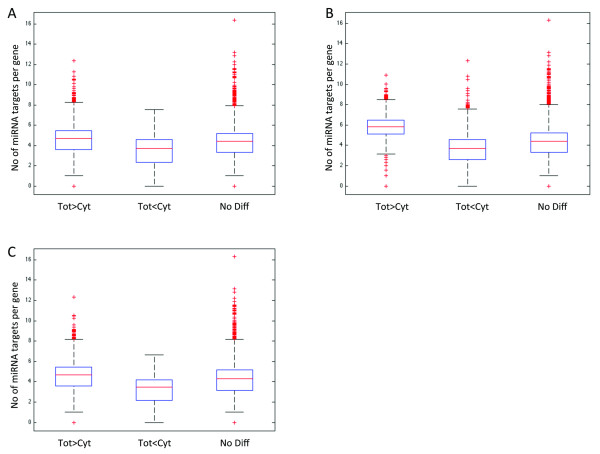
**Boxplot showing the number of microRNA targets per gene for all three cell lines separately.** Genes detected at a significantly higher level in total RNA than in cytoplasmic RNA (Tot>Cyt), lower level (Tot<Cyt), and genes with no significant differential detection (No Diff). **A**: A-431. **B**: U-2 OS. **C**: U-251 MG.

### Correlation between mRNA and protein expression

A ratio-based correlation analysis (Spearman) was performed between protein abundance levels (detected by mass spectrometry for approximately 4700 proteins)[10] and the corresponding total and cytoplasmic mRNA levels, for each cell line. For U-2 OS, the correlation coefficient between protein abundance and total RNA was 0.6717 and between protein abundance and cytoplasmic RNA was 0.6790. The correlation coefficients for the other two cell lines (U-251MG and A-431) were very similar. There were no significant differences (*p* = 0.6) between total and cytoplasmic RNA levels in terms of correlation with protein abundance. The correlations were similar whether differentially detected genes were included or excluded, see Additional file 5: Table S1 for correlation coefficients between protein abundance and total and cytoplasmic RNA, respectively, for genes detected differentially in all three cell lines.

## Discussion

When designing a gene expression experiment with the goal of measuring steady-state levels of mRNA, care should be taken to isolate RNA from the correct cellular compartment. Currently, the majority of RNA-Seq experiments sequence mature transcripts (via poly-A tail enrichment) in the total RNA fraction, which also contain mature mRNA species to some degree [19]. Removing the ~5–10 times more complex nuclear RNA [19] could reduce the overall complexity and enable deeper sampling of the remaining mRNA population and thus increase sensitivity. However, isolating the cytoplasmic RNA instead of total RNA is feasible when working with cell cultures, but for many other biological models are total RNA the only choice.

Despite the proposed advantage of sequencing only cytoplasmic RNA for cells in suspension, it is still not clear whether the cytoplasmic fraction represents the full complexity of the steady-state RNA of whole cells. One argument against using cytoplasmic RNA could be that the translation levels of certain transcripts might be regulated by their transportation rate from nucleus to cytoplasm [6,7]. Moreover, the transportation rate of transcripts from nucleus to cytoplasm could depend on particular properties of the transcript such as length or sequence.

Here, we investigated how the representations of transcripts differ between the cytoplasmic and total RNA fractions. There were 405, 1072, and 1380 transcripts in U-2 OS, U-251MG, and A-431 that were detected at higher levels in total RNA than in cytoplasmic RNA. This indicates that a significant proportion of the mature transcripts were retained in the nucleus, which then contributed to higher detection levels in the total RNA fraction since the cytoplasmic RNA lacked the mature transcripts from the nucleus. 

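IQGAP1, a scaffold protein of the actin cytoskeleton (chromosome 15 of GRCh37, 90931474 to 91045471), had the largest log2 ratio among the called genes of A-431 with a mean log2 CPM of at least 3, with 794.8 ± 46.3 CPM (SD, n = 4) in total RNA and 96.1 ± 10.8 CPM (SD, n = 4) in cytoplasmic RNA, a log2 ratio of 3.05 (standard error 0.0765, adjusted p = 2.22e-14 from edgeR). Its log2 ratio was 1.91 in U-251MG (standard error 0.104, adjusted p = 2.05e-06) and 0.38 in U-2 OS (standard error 0.0524, adjusted p = 1.35e-06). MALAT1, a long non-coding RNA of nuclear speckles (chromosome 11, 65265111 to 65275544), was higher in cytoplasmic RNA, with 19.8 ± 4.23 CPM in total and 50.6 ± 5.85 CPM in cytoplasmic RNA of U-251MG (SD, n = 4, log2 ratio -1.36, standard error 0.143, adjusted p = 9.41e-05). In U-2 OS its log2 ratio was -0.82 (standard error 0.0974, adjusted p = 3.64e-05), and in A-431 -1.42 (standard error 0.285, adjusted p = 0.00547, not past the threshold). NEAT1, the RNA scaffold of nuclear paraspeckles (chromosome 11, 65190245 to 65213011), had log2 ratios of -0.54, -1.35 and -1.68 in U-2 OS, U-251MG and A-431, and passed the test in A-431 (standard error 0.218, adjusted p = 0.000765). JPX, a non-coding RNA of the X inactivation centre, had log2 ratios of 0.11, 0.35 and -0.01 and PVT1, a non-coding RNA beside MYC, of -0.03, -0.31 and -0.27, and neither passed the test in any cell line. Of 12 long non-coding RNAs described as nuclear and tested in U-2 OS, 1, MALAT1, was higher in cytoplasmic RNA, as was MALAT1 as 1 of 10 in U-251MG and NEAT1 as 1 of 10 in A-431 (1, 1 and none adjusted over the list alone). None was higher in total RNA by edgeR or by DESeq2 (1 in each cell line at an unadjusted p under 0.05). By DESeq2 1, 2 and 2 of them were higher in cytoplasmic RNA, and at an unadjusted p under 0.05 by edgeR 3, 5 and 6. Their median log2 ratios were -0.21, -0.45 and -0.42 (-0.35 in the U-251MG libraries of flow cell A alone). The rotation test fry of limma, which tests whether the genes of a list move on balance one way, gave adjusted p = 0.122, adjusted p = 0.0197 and adjusted p = 0.0147. Against the other genes, camera passed in no cell line (adjusted p = 0.194, adjusted p = 0.128 and adjusted p = 0.0895, and 0.725, 0.692 and 0.643 with an estimated correlation). Reads not wholly within annotated exons were taken as a share of the uniquely aligned reads. They made up 16.2% ± 0.546 (SD, n = 4) in A-431 cytoplasmic RNA and 14.5% ± 0.226 (SD, n = 4) in total RNA (two-sided exact permutation test, p = 0.0286). In U-2 OS they made up 17.3% ± 0.494 (SD, n = 3) and 17.2% ± 0.260 (SD, n = 4, exact p = 0.8). In U-251MG they made up 16.0% ± 0.471 and 14.4% ± 0.530 (SD, n = 4, exact p = 0.0286), and 15.8% ± 0.106 in the 2 cytoplasmic libraries of flow cell A (exact p = 0.0667, the smallest that 2 against 4 libraries allow). From the genes higher in total RNA, the paper reasons that a significant proportion of mature transcripts stay in the nucleus, and so are present in total RNA and absent from the cytoplasmic fraction.

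**Figure D2:**
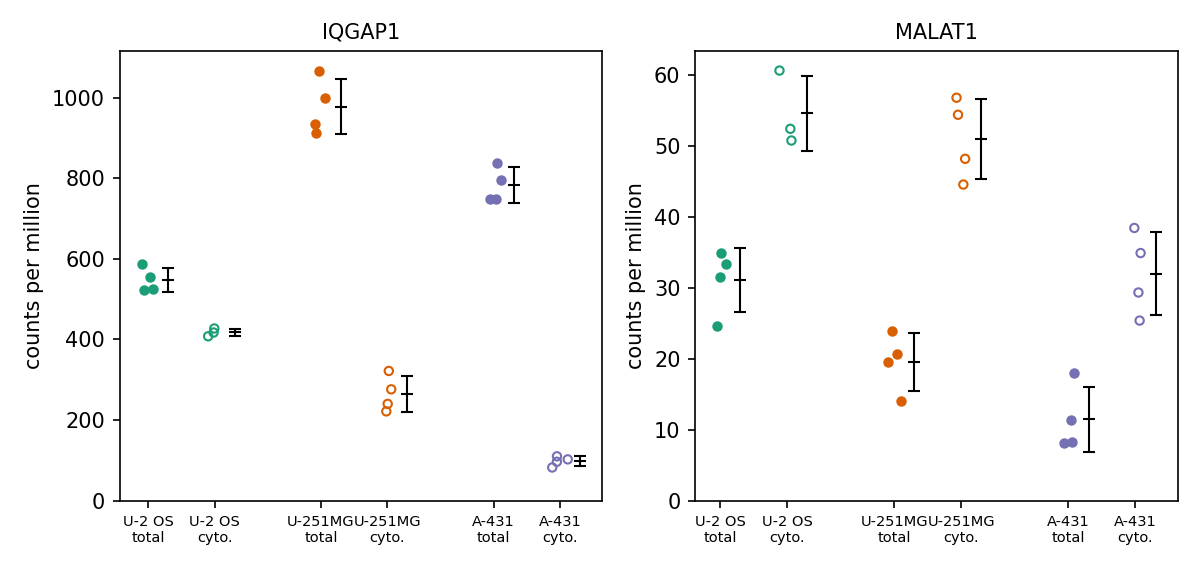
CPM without TMM scaling (y axis) of IQGAP1 and MALAT1 in each library of total and cytoplasmic RNA of the 3 cell lines, as points with the mean and SD of each group, without the U-2 OS cytoplasmic library that Table S3 does not list. IQGAP1 lies higher in total RNA and MALAT1 higher in cytoplasmic RNA in each cell line.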

UTR fold energies can influence post-transcriptional regulation and it has been shown that UTR fold energies of mRNA transcripts are lower than those of random sequences of the same length with the same mononucleotide frequency [20,21]. 

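SPTBN1 and MACF1, higher in total RNA of A-431, have coding sequences of 7101 and 22779 bases, and NEXN, higher in total RNA in all 3 cell lines, has a coding sequence of 2028 bases and a 3’ UTR of 1066 bases. SPCS2, higher in total RNA of U-2 OS, has a coding sequence of 681 bases and a 3’ UTR of 1990 bases. Of the genes higher in total RNA in all 3 cell lines, 236 of 286 (82.5%) had a 3’ UTR, 177 of 285 (62.1%) a 5’ UTR and 176 of 286 (61.5%) a coding sequence longer than the median of genes called in none. All 3 lengths were above those medians in 102 of 285 genes (35.8%), and 178 of 285 (62.5%) had a 5’ UTR fold energy below the median. Within A-431, 1117 of 1484 genes higher in total RNA (75.3%) had a coding sequence longer than the median of genes not called there, within U-251MG 523 of 827 (63.2%) and within U-2 OS 265 of 715 (37.1%). The genomic span from start to stop codon, introns included, was longer in 1269 (85.5%), 675 (81.6%) and 445 (62.2%) of the same genes. The 3’ UTR was longer than that median in 1147 of 1479 genes (77.6%) in A-431, 660 of 825 in U-251MG and 505 of 712 (70.9%) in U-2 OS, and the 5’ UTR in 894 of 1474 (60.7%), 480 of 822 (58.4%) and 358 of 710 (50.4%). The genes of each tally are those past an adjusted p under 0.001 in the quasi-likelihood test of edgeR, and the tally itself carries no test.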

Interestingly, most of the genes detected at higher level in total RNA had long and structured 5’ and 3’ UTR sequences as well as longer coding sequences, in all cell lines. Furthermore, it may cause an improper estimation of the RNA levels of these transcripts in the cytoplasmic fraction. Similarly, shorter genes or genes with shorter UTRs were overestimated in the cytoplasmic fraction. This mis-estimation could introduce biases and should be considered in the analysis of transcriptome.

Hence, our data indicates that the transportation rate of transcripts from nucleus to cytoplasm depends on the sequence features of transcripts. Selective degradation of transcripts by for example the exosome complex and the half-life of transcripts cannot be ruled out as contributing factors. The results from the comparison of microRNA targets per gene for all three cell lines show that there is a higher number of microRNA targets per gene for genes detected differentially higher in the total RNA fraction compared to the cytoplasmic RNA fraction. This could indicate that these genes are subject to degradation to a higher degree when entering the cytoplasm. However this does not explain the higher number of genes with structured 5’ UTR sequences as well as longer coding sequences in the total RNA fraction. Therefore, we propose that both nuclear retention and cytoplasmic RNA degradation via miRNAs are the main contributors to the differential detection of genes.

There were 512, 1203, and 1334 genes for U-2 OS, U-251MG, and A-431, respectively, that were detected at higher levels in cytoplasmic RNA than in total RNA. 

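Mitochondrially encoded mRNAs, which are made and translated inside mitochondria, were among the genes higher in cytoplasmic RNA. MT-CO1, a subunit of cytochrome c oxidase (mitochondrial genome, 5904 to 7445), had 4610 ± 1313 CPM (SD, n = 4) in A-431 total RNA and 12590 ± 286.5 CPM (SD, n = 4) in cytoplasmic RNA, a log2 ratio of -1.45 (standard error 0.168, adjusted p = 0.000147 from edgeR). In U-2 OS and U-251MG its log2 ratios were -0.79 and -1.36 (standard errors 0.195 and 0.222, adjusted p = 0.0355 and 0.00146, not past the threshold). MT-ND4L, a subunit of complex I (10470 to 10766), was higher in cytoplasmic RNA of U-251MG by a log2 ratio of -1.40 (standard error 0.0919, adjusted p = 6.73e-06). Of the 13 mitochondrially encoded mRNAs, 3 were higher in cytoplasmic RNA in A-431, 1 in U-251MG and 1 in U-2 OS (3, 1 and 1 adjusted over the list alone). These were MT-CYB, MT-CO1 and MT-CO3 in A-431, MT-ND4L in U-251MG and MT-ND5 in U-2 OS. None was higher in total RNA by edgeR or DESeq2 (1, none and none at an unadjusted p under 0.05), and DESeq2 called 5, 4 and 6 higher in cytoplasmic RNA. Of 76 cytosolic ribosomal proteins, 18 were higher in cytoplasmic RNA in A-431, 18 in U-251MG and 15 in U-2 OS (19, 21 and 20 adjusted over the list alone), and 3, RPL24, RPL13 and RPS29, were higher in total RNA in U-2 OS (4 adjusted over the list alone). In the other cell lines none of these was higher in total RNA by edgeR or DESeq2 (1 in U-251MG and none in A-431 at an unadjusted p under 0.05), and the median log2 ratios were -0.16, -0.26 and -0.12. RPLP0 and RPL8, members of this list, had log2 ratios of -0.35 and -0.35 in U-251MG and did not pass the test. Of 73 nuclear-encoded subunits of oxidative phosphorylation, 8, 11 and 13 were higher in cytoplasmic RNA in A-431, U-251MG and U-2 OS and 1, 1 and 2 in total RNA (7, 12 and 15, and 1, 1 and 2, adjusted over the list alone), with UQCRC1, a core protein of complex III (chromosome 3 of GRCh37, 48636435 to 48648409), at -0.42 in U-251MG (standard error 0.0791, adjusted p = 0.000989). Of the spliced non-coding RNAs described as cytoplasmic or as hosts of snoRNAs, 5 of 12 were higher in cytoplasmic RNA in A-431, 4 of 11 in U-251MG and 1 of 12 in U-2 OS (5, 5 and 2 adjusted over the list alone), with SNHG12, SNHG7 and SNHG3 called in A-431 and U-251MG. GAS5, a host of snoRNAs (chromosome 1, 173827697 to 173838020), had log2 ratios of -0.49 in A-431 and -0.26 in U-2 OS (adjusted p = 8.37e-05 and 0.000672), whereas SNHG6, another host, was higher in total RNA of U-2 OS (0.50, adjusted p = 3.49e-07). Of the metallothioneins and other short stress mRNAs, 4 of 23 were higher in cytoplasmic RNA in A-431, 1 of 22 in U-251MG and 3 of 22 in U-2 OS (5, none and 4 adjusted over the list alone). In U-2 OS 1, CSTB, was higher in total RNA (2 adjusted over the list alone, 2 by DESeq2). The called genes, named after their values were seen, were mostly not metallothioneins. PRDX2, a peroxiredoxin, was called in all 3, GSTP1, a glutathione transferase, in A-431 and U-2 OS, and MT1E, a metallothionein, in A-431. By camera with a preset correlation, these 5 lists were lower in total RNA than other genes in A-431 and U-251MG (adjusted p from 2.56e-07 to 0.0303), and the ribosomal, mitochondrially encoded and oxidative phosphorylation lists also in U-2 OS (adjusted p = 2.59e-05, 6.33e-05 and 0.0021). With an estimated correlation the call held for the snoRNA hosts in A-431 (adjusted p = 0.0475 with an estimated correlation) and for no other (adjusted p from 0.634 to 0.729 with an estimated correlation). In the U-251MG libraries of flow cell A alone, the median log2 ratios were -0.91 for the mitochondrially encoded mRNAs, -0.18 for the ribosomal proteins, -0.12 for oxidative phosphorylation and -0.27 for the snoRNA hosts, against -0.90, -0.26, -0.20 and -0.42 over all libraries.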

There is no obvious biological reason for this. However, a technical explanation can be suggested: owing to the lower representation of longer transcripts in the cytoplasmic fraction, there was relatively more sequencing space. This could have allowed for better coverage of shorter transcripts in cytoplasmic RNA than in total RNA. Indeed, most of the genes detected at higher levels in the cytoplasmic fraction had shorter coding lengths. However, not all the differentially detected genes were the same for all cell lines. This supports the fact that there are also cell-specific factors that affect the nuclear retention of transcripts, apart from transcript sequence and structure [7].

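DNHD1 and PLEC, a cytoskeletal linker, were higher in cytoplasmic RNA with long coding sequences, of 14262 and 14055 bases, DNHD1 in all 3 cell lines and PLEC in U-2 OS and U-251MG. TMEM256 and MRPL55, with coding sequences of 342 and 495 bases, and PIF1, with one of 2124 bases, were higher in cytoplasmic RNA in all 3. Of the genes higher in cytoplasmic RNA in all 3 cell lines, 89 of 199 (44.7%) had a coding sequence shorter than the median of genes called in none and 110 (55.3%) a longer one. Their median coding sequence was 1455 bases (two-sided permutation test of the difference in mean log2 length, p = 0.0887). Within U-2 OS 261 of 574 such genes (45.5%) had a shorter coding sequence than the median of genes not called there, within U-251MG 424 of 975 (43.5%) and within A-431 555 of 1271 (43.7%). Their 3’ UTR was shorter in 167 of 195 genes (85.6%), their 5’ UTR in 119 of 195 (61.0%), and the genomic span from start to stop codon, introns included, in 159 of 199 (79.9%). Calls by DESeq2 gave a coding sequence longer by 0.18 on the log2 scale (permutation p = 0.00644), and the genomic span gave a difference of -1.18 (permutation p = 1e-05, the smallest it can give).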

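The ratio of IQGAP1 differed between the cell lines, by 2.66 on the log2 scale between A-431 and U-2 OS (standard error 0.127, adjusted p = 1.01e-14 from the interaction term in edgeR), by 1.56 between U-251MG and U-2 OS (standard error 0.126, adjusted p = 9.07e-09) and by 1.10 between A-431 and U-251MG (standard error 0.122, adjusted p = 5.46e-06). SPTBN1, which encodes a spectrin, had a higher ratio in A-431 than in U-2 OS by 2.21 (standard error 0.121, adjusted p = 6.92e-14). PLEC, which encodes plectin (chromosome 8 of GRCh37, 144989321 to 145050902), was higher in total RNA of A-431 (log2 ratio 0.55, standard error 0.0952, adjusted p = 0.000251) and higher in cytoplasmic RNA of U-2 OS and U-251MG (-0.74 and -0.71), a difference of 1.28 between A-431 and U-2 OS (standard error 0.143, adjusted p = 6.06e-06). TNC, the matrix protein tenascin C (chromosome 9, 117781854 to 117880486), was higher in total RNA of A-431 by 0.56 (adjusted p = 0.000124), had log2 ratios of -0.28 and -0.22 in U-2 OS and U-251MG, and differed by 0.83 between A-431 and U-2 OS (standard error 0.152, adjusted p = 0.00339). TTLL3 had a ratio lower by 1.16 on the log2 scale in A-431 than in U-2 OS (difference -1.16, standard error 0.281, adjusted p = 0.0322). Of 19948 genes, the ratio was higher in A-431 than in U-2 OS for 189 and lower for 233 (2.12% together) at an adjusted p under 0.05, higher in U-251MG than in U-2 OS for 181 and lower for 152 (1.67%), and higher in A-431 than in U-251MG for 24 and lower for 8 (0.160%). The model held all 6 groups of libraries, and its cytoplasmic libraries differ in flow cell between the cell lines.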

Our results have shown that the total and cytoplasmic fractions yield different representations of steady-state RNA levels. It can be argued that cytoplasmic polyadenylated RNA might correlate better with protein abundance levels if one assumes that the contribution of polyadenylated nuclear RNA to the steady-state mRNA levels in cytoplasm were not negligible. However, a previous study of mouse fibroblasts investigated mRNA and protein levels in relation to half-lives, transcription rates, and translational control and found that mRNA only explained around 40% of the variability in protein levels [22]. Our data show that cytoplasmic and total RNA correlated very similarly to protein abundance levels in all cell lines, and the correlation level is similar to what have previously been published [10]. This indicates that the neither nucleus-to-cytoplasm transportation rate nor the miRNA mediated degradation of transcripts affect protein abundance at a global level. However, future studies with synchronized cells and different time points would shed some more light upon the correlation between the RNA and protein population in a cell. Furthermore, including all transcripts and not only polyadenylated RNA would give amore complete overview of the RNA population in a given cell type.

## Conclusions

Overall, our findings show that there are significant differences between total mRNA and cytoplasmic mRNA, which should be considered when comparing gene and protein expression patterns, and in general when using mRNA levels in different cellular compartments as a proxy for protein levels. Such efforts include whole genome/proteome comparisons, such as the human protein atlas initiative (http://www.proteinatlas.com) as well as other global efforts that correlate disease with genomic, transcriptomic, and proteomic information. Furthermore, our findings show that expression levels derived from the total RNA fraction be regarded as an appropriate estimate of the amount of mRNAs present in a given cell population, independent of the coding sequence length or UTRs.

## Methods

### Cell cultivation

The three human cell lines—the glioblastoma cell line U-251MG (Prof. Bengt Westermark, Uppsala University), the epidermoid carcinoma cell line A-431 (DSMZ, Braunschweig, Germany), and the osteosarcoma cell line U-2 OS (ATCC-LGC, Middlesex, United Kingdom)—were cultivated at 37°C in a 5% CO_2_ environment in media suggested by the providers. Each cell-line was cultivated in four biological replicates and the cells were harvested during log-phase growth (60–70% confluency).

### RNA isolation and purification

RNA was extracted immediately after cell harvest. The total RNA fraction and the cytoplasmic fraction were extracted separately. The RNeasy Mini extraction kit (Qiagen, Hilden, Germany) was used according to the manufacturer’s instructions for total RNA isolation. Cytoplasmic RNA was isolated according to the RNeasy protocol, except that the standard lysis buffer was exchanged for the lysis buffer RNL [50 mM Tris–HCl, pH 8.0; 140 nM NaCl; 1.5 mM MgCl2; 0.5% (v/v) Nonidet P-40 (1.06 g/ml); and 1 mM DTT added just before use]. The extracted RNA samples were analyzed using an Experion automated electrophoresis system (Bio-Rad Laboratories, Hercules, CA, USA) with the standard-sensitivity RNA chip. All of the total RNA samples displayed a total RNA signature peak; as did one replicate of the cytoplasmic fraction of U-2 OS, which was discarded.

### Library preparation for sequencing

Each cell-line was prepared in quadruplicate, with four biological replicates for total RNA and four for cytoplasmic RNA. A total of 3 μg of high-quality RNA (RNA integrity number = 10) per sample was used as input material for the mRNA sample preparations. The concentration and the RNA integrity number of the samples were determined from the run with the standard-sensitivity RNA chip on the Experion automated electrophoresis system (Bio-Rad Laboratories, Hercules, CA, USA). The samples were bar-coded and prepared according to the protocol (Cat# RS-930-1001) of the manufacturer (Illumina, San Diego, CA, USA) with the automated platform described previously [23].

### Clustering and sequencing

The bar-coded libraries were clustered on a cBot cluster-generation system using an Illumina HiSeq single-read cluster-generation kit according to the manufacturer’s instructions. The libraries were pooled together two and two in equal concentration for each lane on the flow cell, and sequenced as single reads to 100 bp on an Illumina HiSeq 2000. All lanes were spiked with 1% phiX control library. The sequencing run was performed according to the manufacturer’s instructions and generated a total of 908 million reads with a median of 40 million reads per sample and replicate that passed the Illumina Chastity filter; these reads were included in the study (Additional file 6: Table S2).

### Sequence analysis

All sequences were aligned to the human genome reference hg19 with tophat [24,25] version 1.1.4 and samtools [26] version 0.1.8 using tophat standard parameters except for: --solexa1.3-quals -p 8 --GTF Homo_sapiens.GRCh37.59.gtf. Annotations from ensembl and RefSeq, downloaded from UCSC Genome Browser, were used to assign features to genomic positions. Sequences aligned to the human genome were assigned to features and counted by HTSeq version 0.4.6 with parameters: -m intersection-strict -s no -t exon (Additional file 7: Table S3). The R/Bioconductor package DESeq [15] was used to call differential gene expression on counts generated by HTSeq. All biological replicates had *R*^*2*^ (Spearman) correlation of gene expression (read counts) greater than 0.94.

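Genes differed in their spread between replicates of one group. RPL4, a ribosomal protein (chromosome 15 of GRCh37, 66790353 to 66816870), had 389.3 ± 5.31 CPM (SD, n = 4) in A-431 total RNA, whereas SLC7A5, a transporter of large amino acids (chromosome 16, 87863629 to 87903113), had 724.6 ± 365.5 CPM (SD, n = 4) in U-251MG total RNA and 1009 ± 406.6 CPM (SD, n = 4) in U-251MG cytoplasmic RNA. In U-2 OS total RNA, SLC7A5 had 448.0 ± 22.7 CPM (SD, n = 4). The squared Spearman correlation of HTSeq counts across genes, which are not independent replicates, was 0.952 to 0.964 between replicates of the same group. Its lowest value was 0.962 in A-431 cytoplasmic RNA, 0.958 in A-431 total RNA, 0.956 and 0.954 in U-2 OS, and 0.956 and 0.952 in U-251MG. The U-2 OS cytoplasmic value of 0.956 includes the library that Table S3 does not list. Without that library the lowest U-2 OS cytoplasmic value was 0.9616. The common biological coefficient of variation from edgeR was 0.058 in U-2 OS, 0.107 in U-251MG and 0.070 in A-431. Between replicates, the chi-square statistic per gene, near 1 for counting noise alone, ranged from 3.33 to 38.6, with its highest values in U-251MG total RNA (13.8 to 38.6).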

Reads per kilobase of exon per million mapped sequence reads (RPKM) values for features were calculated by rpkmforgenes.py using the parameters: -sam -gffann –readcount. Estimations of intergenic expression levels for each replicate were calculated by rpkmforgenes.py and the R script cut_off.1.0.R (Additional file 8: Table S4) [27].

Reads were trimmed to determine the effect of sequencing length on the number of called differentially expressed genes using a custom perl script: trim_length.pl, which is available on github (https://github.com/henrikstranneheim).

Analysis of gene categories and pathways was performed by WebGestalt2 [28] with parameters: Id Type: ensembl_gene_stable_id, Ref Set: entrezgene, Significance Level: Top10, Statistics Test: Hypergeometric, MTC: BH, Minimum: 2.

5’ and 3’ UTR lengths and coding sequences were downloaded from UCSC. Lengths and fold energies were calculated with the Vienna RNA Package [16].

### Mass spectrometry data

The protein data used in this study were generated in a previous study by Lundberg *et al*. [10], where a deep proteomic analysis was performed on the same three cell lines (A-431, U-2 OS, and U-251MG) used in this study. The cell lines were cultivated with amino acids with different isotopes and analyzed by mass spectrometry using a triple-SILAC method [29-31].

## Abbreviations

bp: base pair; CDS: Coding sequence; DD: Differentially detected; miRNA: micro-RNA; RPKM: Reads per kilobase of exon model per million mapped reads; UTRs: Untranslated regions.

## Competing interests

The authors declare that they have no competing interests.

## Author’s contributions

BWS participated in the design of the study, purified the RNA, prepared the Illumina mRNA sequencing libraries, performed bioinformatics, and participated in drafting the manuscript. HS participated in the design of the study, performed bioinformatics and statistical analyses, and drafted the manuscript. . JH did the miRNA preparation. MK contributed with reagents, materials, and analysis tools. EL contributed with the cell lines and the growth of the cells. PA performed bioinformatics and statistical analyses and participated in drafting the manuscript. JL participated in the design of the study and participated in drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1. **Overlays of electrophoresis diagrams of purified RNA. Total RNA and cytoplasmic RNA, showing the two ribosomal peaks (18S and 28S). In addition, the total RNA contains a nucleus-specific peak at roughly 4000 nucleotides (~52 s), marked with an arrow in the upper diagram, which is missing in the cytoplasmic RNA fraction. Click here for file

Additional file 2 **Figure S2. **Scatter plots of gene expression levels between total and cytoplasmic RNA. The median of the gene expression values of total and cytoplasmic RNA. The Pearson correlation coefficient R^2^ is displayed in each scatter plot. A: U-2 OS, B: U-251 MG, C: A-431. Click here for file

Additional file 3 **Figure S3.** Boxplot showing the length and coding sequence for all three cell lines. Genes detected at a significantly higher level in total RNA than in cytoplasmic RNA (Tot>Cyt), lower level (Tot<Cyt), and genes with no significant differential detection (No Diff). A: Length of 5’ UTRs. B: Length of 3’ UTRs. C: Coding sequence length. Click here for file

Additional file 4 **Figure S4.** Boxplot showing the fold energies of UTRs for all three cell lines. Genes detected at a significantly higher level in total RNA than in cytoplasmic RNA (Tot>Cyt), lower level (Tot<Cyt), and genes with no significant differential detection (No Diff). A: Fold energy of 5’ UTRs. B: Fold energy of 3’ UTRs. Click here for file

Additional file 5 **Table S1.** Spearman correlation for differentially and not differentially detected genes in all three cell lines. Click here for file

Additional file 6 **Table S2.** Summary of information from the sequencing run. Click here for file

Additional file 7 **Table S3. **Reads assigned to features using HTSeq. Click here for file

Additional file 8 **Table S4.** Estimation of intergenic expressions levels within replicates based on RPKM. Click here for file

## References

[B1] ShendureJThe beginning of the end for microarrays?Nat Methods20085758558710.1038/nmeth0708-58518587314

[B2] MortazaviAWilliamsBAMcCueKSchaefferLWoldBMapping and quantifying mammalian transcriptomes by RNA-SeqNat Methods20085762162810.1038/nmeth.122618516045PMC13303166

[B3] TraskHWCowper-Sal-lariRSartorMAGuiJHeathCVRenukaJHigginsAJAndrewsPKorcMMooreJHMicroarray analysis of cytoplasmic versus whole cell RNA reveals a considerable number of missed and false positive mRNAsRNA200915101917192810.1261/rna.167740919703940PMC2743046

[B4] HieronymusHSilverPAGenome-wide analysis of RNA-protein interactions illustrates specificity of the mRNA export machineryNat Genet200333215516110.1038/ng108012524544

[B5] Garcia-MartinezJArandaAPerez-OrtinJEGenomic run-on evaluates transcription rates for all yeast genes and identifies gene regulatory mechanismsMol Cell200415230331310.1016/j.molcel.2004.06.00415260981

[B6] PrasanthKVPrasanthSGXuanZHearnSFreierSMBennettCFZhangMQSpectorDLRegulating gene expression through RNA nuclear retentionCell2005123224926310.1016/j.cell.2005.08.03316239143

[B7] YasudaYMiyamotoYYamashiroTAsallyMMasuiAWongCLovelandKLYonedaYNuclear retention of importin alpha coordinates cell fate through changes in gene expressionEMBO J201231183942196406810.1038/emboj.2011.360PMC3252573

[B8] ChenCYGherziROngSEChanELRaijmakersRPruijnGJStoecklinGMoroniCMannMKarinMAU binding proteins recruit the exosome to degrade ARE-containing mRNAsCell2001107445146410.1016/S0092-8674(01)00578-511719186

[B9] SchaefferDTsanovaBBarbasAReisFPDastidarEGSanchez-RotunnoMArraianoCMvan HoofAThe exosome contains domains with specific endoribonuclease, exoribonuclease and cytoplasmic mRNA decay activitiesNat Struct Mol Biol2009161566210.1038/nsmb.152819060898PMC2615074

[B10] LundbergEFagerbergLKlevebringDMaticIGeigerTCoxJAlgenasCLundebergJMannMUhlenMDefining the transcriptome and proteome in three functionally different human cell linesMol Syst Biol201064502117902210.1038/msb.2010.106PMC3018165

[B11] de Sousa AbreuRPenalvaLOMarcotteEMVogelCGlobal signatures of protein and mRNA expression levelsMol Biosyst2009512151215262002371810.1039/b908315dPMC4089977

[B12] MaierTGuellMSerranoLCorrelation of mRNA and protein in complex biological samplesFEBS Lett2009583243966397310.1016/j.febslet.2009.10.03619850042

[B13] WangYZhuWLevyDENuclear and cytoplasmic mRNA quantification by SYBR green based real-time RT-PCRMethods200639435636210.1016/j.ymeth.2006.06.01016893657

[B14] RamskoldDWangETBurgeCBSandbergRAn abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence dataPLoS Comp Biol2009512e100059810.1371/journal.pcbi.1000598PMC278111020011106

[B15] AndersSHuberWDifferential expression analysis for sequence count dataGenome Biol20101110R10610.1186/gb-2010-11-10-r10620979621PMC3218662

[B16] HofackerILVienna RNA secondary structure serverNucleic Acids Res200331133429343110.1093/nar/gkg59912824340PMC169005

[B17] AkanPCosteaPIAlexeyenkoAHedbergLWerne SolnestamBLundinSHällmanJLundbergEUhlénMLundebergJA Comprehensive Analysis of the Genome, Transcriptome and Proteome Landscapes of Three Human Tumor Cell Lines Reveals That Genomic Alterations Function Co-operatively in Tumorigenesis2012Submitted10.1186/gm387PMC358042023158748

[B18] HsuSDLinFMWuWYLiangCHuangWCChanWLTsaiWTChenGZLeeCJChiuCMmiRTarBase: a database curates experimentally validated microRNA-target interactionsNucleic Acids Res201139Database issueD1631692107141110.1093/nar/gkq1107PMC3013699

[B19] SippelAEHynesNGronerBSchutzGFrequency distribution of messenger sequences within polysomal mRNA and nuclear RNA from rat liverEur J Biochem197777114115110.1111/j.1432-1033.1977.tb11652.x71236

[B20] ClotePFerreFKranakisEKrizancDStructural RNA has lower folding energy than random RNA of the same dinucleotide frequencyRNA200511557859110.1261/rna.722050515840812PMC1370746

[B21] RingnerMKroghMFolding free energies of 5'-UTRs impact post-transcriptional regulation on a genomic scale in yeastPLoS Comp Biol200517e7210.1371/journal.pcbi.0010072PMC130970616355254

[B22] SchwanhausserBBusseDLiNDittmarGSchuchhardtJWolfJChenWSelbachMGlobal quantification of mammalian gene expression controlNature2011473734733734210.1038/nature1009821593866

[B23] StranneheimHWerneBSherwoodELundebergJScalable transcriptome preparation for massive parallel sequencingPLoS One201167e2191010.1371/journal.pone.002191021760920PMC3131396

[B24] LangmeadBTrapnellCPopMSalzbergSLUltrafast and memory-efficient alignment of short DNA sequences to the human genomeGenome Biol2009103R2510.1186/gb-2009-10-3-r2519261174PMC2690996

[B25] TrapnellCPachterLSalzbergSLTopHat: discovering splice junctions with RNA-SeqBioinformatics20092591105111110.1093/bioinformatics/btp12019289445PMC2672628

[B26] LiHHandsakerBWysokerAFennellTRuanJHomerNMarthGAbecasisGDurbinRThe Sequence Alignment/Map format and SAMtoolsBioinformatics200925162078207910.1093/bioinformatics/btp35219505943PMC2723002

[B27] RamskoldDWangETBurgeCBSandbergRAn abundance of ubiquitously expressed genes revealed by tissue transcriptome sequence dataPLoS Comput Biol2009512e100059810.1371/journal.pcbi.100059820011106PMC2781110

[B28] ZhangBKirovSSnoddyJWebGestalt: an integrated system for exploring gene sets in various biological contextsNucleic Acids Res200533Web Server issueW7417481598057510.1093/nar/gki475PMC1160236

[B29] WisniewskiJRZougmanAMannMCombination of FASP and StageTip-based fractionation allows in-depth analysis of the hippocampal membrane proteomeJ Proteome Res20098125674567810.1021/pr900748n19848406

[B30] WisniewskiJRZougmanANagarajNMannMUniversal sample preparation method for proteome analysisNat Methods20096535936210.1038/nmeth.132219377485

[B31] ShevchenkoATomasHHavlisJOlsenJVMannMIn-gel digestion for mass spectrometric characterization of proteins and proteomesNat Protoc200616285628601740654410.1038/nprot.2006.468

How the deposited data were processed for this re-analysis (not part of the article)

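RNA sequencing of poly(A)-selected total and cytoplasmic RNA from the human cell lines A-431, U-2 OS and U-251MG was re-analysed from the deposited files, with 4 libraries per group in the labels and 24 in all. The authors aligned reads to hg19 with TopHat 1.1.4 and SAMtools 0.1.8, and HTSeq 0.4.6 counted the reads that fall wholly within exons of one Ensembl gene, on either strand. These counts are whole numbers for 51715 genes. The 6 further entries per file that name no gene (such as reads not wholly within exons) were taken out of the counts. A second kind of file holds RPKM values and read numbers from rpkmforgenes; its read numbers sum to 5.32 to 5.74 times the HTSeq counts, so they were not used as counts, and the RPKM values were used as deposited.

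Libraries were tied to the replicate numbers of the paper by the read totals of Table S3, which identified 23 of 24. The U-2 OS cytoplasmic library without an entry there was left out of the U-2 OS comparison and is described by itself. Replicate numbers were not used to pair total and cytoplasmic libraries. In U-2 OS a library was most similar to the library of its own number in 4 of 6 cases. This held in 1 of 8 cases in U-251MG and 4 of 8 in A-431. Same-number pairs correlated across genes at 0.030 to 0.44 in U-2 OS, -0.69 to 0.51 in U-251MG and 0.042 to 0.50 in A-431. In U-251MG, total 2 and cytoplasmic 1 correlated at 0.75 and total 1 and cytoplasmic 3 at 0.65. Structure shared between the fractions is thus not excluded, and the unpaired test does not take it into account.

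The fractions were compared within each cell line with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, robust quasi-likelihood F-test, Benjamini-Hochberg adjustment over the genes tested, adjusted p under 0.001). Differences in the ratio between cell lines were tested as interaction terms of one model over all 6 groups (adjusted p under 0.05). Log2 CPM used a prior count of 2. With RLE or DESeq2 scaling in place of TMM, no gene list median changed sign. In simulated data with the observed means and spread, 200 genes were changed, 100 of them by a log2 ratio of 0.5 and 100 by 1; the test recovered 94 and 100 in U-2 OS, 35 and 93 in U-251MG and 93 and 100 in A-431, and called 3, 0 and 0 unchanged genes. Small changes were thus recovered least in U-251MG, where the spread between libraries was largest (common biological coefficient of variation 0.107).

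Gene lists were fixed before the data were examined, as were the tests, the threshold and the alternatives set out in the closing section, except where a later choice is stated. There were 19 lists: nuclear-retained long non-coding RNAs, cytoplasmic non-coding RNAs and snoRNA hosts, mitochondrially encoded mRNAs, cytosolic and mitochondrial ribosomal proteins, nuclear-encoded subunits of oxidative phosphorylation, proteasome subunits, ER chaperones, matrix and integrin genes, receptors and transporters, very long coding sequences, zinc finger genes named ZNF, SR proteins and CLK kinases, immediate early mRNAs, metallothioneins and other short stress mRNAs, replication-dependent histones, and markers of each cell line. Lists were tested with camera (limma 3.58.1, preset correlation 0.01, and again with the correlation estimated from the libraries) and fry, adjusted over the 19 lists.

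Genes were named by a rule: for each cell line and direction, the 6 called genes with the largest ratio among those with a mean log2 CPM of at least 3 and no overlap between the fractions; over the 3 cell lines, 8 genes in each direction called in all 3; up to 4 tested members of each list with the highest mean level; and MALAT1, NEAT1 and MT-CO1. Pseudogenes and genes without a symbol that the rule picks are given in the closing section or left out, because they can share reads with their parent genes. Where a count of 5 or fewer is spelled out by name, the genes were chosen after their values were seen.

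Gene coordinates and transcripts are from GENCODE v44lift37 on GRCh37, which holds 42986 of the genes; 18617 have a complete protein-coding transcript. Lengths are those of the complete coding transcript with the longest coding sequence. Fold energies were computed with RNAfold 2.7.2, for the 5’ UTR of every tested gene and for seeded draws of 3’ UTRs of up to 6000 bases (120 genes for each direction, 150 called in none, and 50 or 80 for other groups). Groups of genes were compared by two-sided permutation tests of the difference in means with 100000 resamples, and groups of libraries by two-sided exact permutation tests. Seed sites of 15 abundant miRNA families were counted in 3’ UTRs, since the lists of measured miRNAs and targets that the paper used were not used here.

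The alternatives were DESeq2 1.42.0, RLE scaling, no filter on low counts, other thresholds, thinning to the smallest library, replicate blocks, one model over all groups, libraries of flow cell A, paper replicates 2 to 4, all deposited libraries, and each library left out in turn; for lengths and energies, other transcripts, gene sets and matched genes. An offset for GC content, genes matched on GC content and a count of protein-coding genes alone were chosen after the data were seen. Protein levels, miRNA levels and electrophoresis profiles were not analysed here. Results of some genes that the naming rule picks are not reported here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.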

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

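The tests of exchanged fraction labels and of GC content against 3’ UTR length were chosen after the result was seen.

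Long transcripts were lower in cytoplasmic RNA of A-431 and U-251MG, where coding sequence length correlated with the log2 ratio across genes (Spearman 0.145 and 0.076, against -0.084 in U-2 OS), and 3’ UTR length did so in all 3 cell lines. A difference between flow cells as the whole cause is argued against in U-251MG by the libraries of flow cell A. Their correlation with coding length was 1.088 times that over all libraries. Pairs of U-251MG cytoplasmic libraries against total RNA gave 0.056 to 0.091, with 0.064 for the pair on flow cell B. In A-431 this cannot be tested, because all total RNA libraries were on flow cell A and all cytoplasmic libraries on flow cell B. mRNAs left behind on the ER as the whole cause are argued against in A-431 by the very long cytosolic or nuclear proteins, with a median log2 ratio of 0.3353 (95% interval 0.185 to 0.392). A part stays open, because with the GC offset, chosen after the data were seen, this median was 0.16, below those of the receptor and matrix lists (0.23 and 0.28). Without the offset it lay above them (0.177 and 0.077). In U-251MG the median was 0.12 (95% interval 0.024 to 0.216). With the offset it was -0.0018 there, below the receptor and matrix lists (0.14 and 0.055), so the whole cause stays open in U-251MG. Nuclear RNA present only in total RNA would place nuclear-retained long non-coding RNAs above 0. The highest of their medians over the cell lines was -0.21. This reading takes the fraction labels as given. It also takes poly(A) selection to capture these RNAs alike in both fractions, which was not tested. GC content does not account for the trend with coding length. Given GC content, that trend was 1.458 and 1.54 times as strong in A-431 and U-251MG (1.309 times in U-2 OS, where it is negative). GC content is a candidate explanation of the trend with 3’ UTR length, which given GC content was 0.050 to 0.2962 times as strong. The Spearman correlation left was 0.014 in U-2 OS, 0.115 in U-251MG and 0.089 in A-431, so GC content as the whole cause stays open in U-2 OS. Among genes called in all 3 cell lines a part was left. Against genes of matched GC content, the 3’ UTRs of genes higher in cytoplasmic RNA still differed by -1.23 on the log2 scale, and those of genes higher in total RNA by 0.48. Whether GC content acts through library preparation or the cells was not tested.

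Fewer genes differed between the fractions in U-2 OS (1509) than in U-251MG (2083) and A-431 (3234), and chance can be excluded for each number, but was not tested for their order: 1 of 35 splits of the libraries, the real one, gave as many genes, and the highest of the others gave 120, 0 and 0 by edgeR. The order is lost with paper replicates 2 to 4 (3 against 3), where 7.34% of genes differed in U-2 OS, 8.12% in U-251MG and 6.37% in A-431. With replicate blocks it is lost too (18.8%, 9.81% and 26.2%). With all deposited libraries (4 against 4) the order is kept, with 6.21% in U-2 OS, 12.9% in U-251MG and 19.7% in A-431. Whether the smaller number of cytoplasmic libraries in U-2 OS accounts for the order thus stays open. Without 1 cytoplasmic library U-251MG gave 567 to 1846 genes, on both sides of 1509, whereas A-431 gave 2239 to 2665, all above it. Nuclear RNA carried into the U-2 OS cytoplasmic preparations stays open as well, because its test expected nuclear-retained long non-coding RNAs above 0 in total RNA, and their median was -0.21 in U-2 OS and below 0 in the other cell lines too, so nearness to 0 cannot be read as carry-over. A difference between the cell lines themselves was not tested apart from these.

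Nuclear-retained long non-coding RNAs were not lower in cytoplasmic RNA, with medians of -0.21, -0.45 and -0.42 in U-2 OS, U-251MG and A-431. Reads not wholly within exons were not lower there either. GC content and length of these RNAs do not account for their medians. Of 10000 lists of genes matched on length, GC content and expression, the 5th percentiles were -0.07, -0.03 and -0.06. The medians of these RNAs lay at the 0.01 percentile or lower. A flow cell difference could account for part, since in the U-251MG libraries of flow cell A the median was -0.35, 0.78 times that over all libraries, between the bounds set for either answer. An exchange of labels at deposit is argued against, because 23 of 24 libraries matched read totals of Table S3 under their labelled fraction. An exchange before sequencing stays open, because the mitochondrially encoded mRNAs, which no nucleus holds, did not all point one way. Their medians were -0.62, -0.90 and -0.41 in U-2 OS, U-251MG and A-431. Their SD was 0.49, 0.66 and 0.81, which spans 0 in A-431 (8, 9 and 8 of 13 below 0). The 6, 4 and 5 of them called by DESeq2 were each higher in cytoplasmic RNA. The paper reports the electrophoresis peak of nuclear RNA in all total RNA samples. Among cytoplasmic samples it reports the peak in only 1, of U-2 OS, which was discarded. Whether these RNAs leave the nucleus, or leak from it when cells are lysed, was not tested. Whether poly(A) selection captures them alike in both fractions was not tested either.

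A library far from the others was sought in 30 sets of values, each a group of libraries on a single measure. Of these sets 4 held one, where chance gives about 1 in 20, and A-431 total RNA replicate 3 stood out on more than a single measure. A-431 total RNA replicate 3 had a sum of 32345513 gene counts (24130875 to 25484173 in the others), and 5.97% of its counts were in the 10 highest genes (5.12% to 5.17% in the others). In A-431 cytoplasmic RNA replicate 4, the GC-rich minus GC-poor difference was 0.55 (0.23 to 0.26 in the others), and in U-251MG total RNA replicate 2 it was -0.79 (-0.36 to -0.27 in the others). In the U-2 OS cytoplasmic library that Table S3 does not list, 21.5% of the uniquely aligned reads were not wholly within exons. The other cytoplasmic libraries of U-2 OS had 16.9% to 17.8%.

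The interaction test in edgeR found a higher ratio of total over cytoplasmic RNA in A-431 than in U-2 OS for 189 genes and a lower one for 233 (adjusted p under 0.05). It found a higher one in U-251MG than in U-2 OS for 181 genes and a lower one for 152, and in A-431 than in U-251MG for 24 and 8. Among the genes named by rule, the difference between A-431 and U-2 OS on the log2 scale was 2.66 for IQGAP1, 2.21 for SPTBN1, 1.42 for MACF1, 1.28 for PLEC and 0.97 for ENSG00000233280. It was 0.91 for SYT16, 0.83 for TNC, 0.65 for TAOK1, 0.58 for ZBTB41, 0.51 for THBS1 and 0.35 for ITGB1. It was -0.72 for SPARC, -1.16 for TTLL3 and -1.41 for ENSG00000234873. Between A-431 and U-251MG it was 1.63 for SPTBN1, 1.23 for PLEC, 1.10 for IQGAP1, 0.99 for MACF1 and 0.75 for TNC. Between U-251MG and U-2 OS it was 1.56 for IQGAP1, 0.86 for TAOK1, 0.86 for ENSG00000233280, and 0.80 for ZBTB41. In the same comparison it was 0.59 for SPTBN1, 0.40 for ZDHHC20, 0.33 for ITGB1 and -1.07 for ENSG00000234873.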

How the results depend on the processing

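The GC offset, the GC-matched genes and the count of protein-coding genes were chosen after the result was seen; the other alternatives were planned. Of 281 alternative values of 32 results, 163 kept their direction and side of the threshold or stayed within the spread or within 1.5 times, 90 moved, 15 became weaker, 8 stronger and 5 reversed. For the cause of a change, unless its construction is stated, the cause was not tested. The reversed values follow, with a reversed gene last. The median RPKM difference in U-2 OS was 0.028 with log2(RPKM + 1) over all genes, a choice in which over 50% of genes sit at 0 in U-251MG (0.00 there). The genomic span in place of coding length gave -1.18 for genes higher in cytoplasmic RNA. Energy per base gave -0.026 for 5’ UTRs of genes higher in cytoplasmic RNA, and 0.0572 and -0.0922 for 3’ UTRs of genes higher in total and in cytoplasmic RNA. ITGA3 in A-431 turned to 0.22 with the GC offset.

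Counts of genes higher in total and in cytoplasmic RNA moved with the threshold by construction. At an adjusted p under 0.05 they were 2748 and 2409 in U-2 OS, 3837 and 4040 in U-251MG and 4087 and 4196 in A-431. At an unadjusted p under 0.001 they were 1553 and 1292 in U-2 OS and 1870 and 2013 in U-251MG. With a log2 ratio of at least 1 they were 19 and 9, 15 and 193, and 12 and 277. With fewer libraries, paper replicates 2 to 4 gave 596 and 713 in U-251MG and 480 and 563 in A-431, and flow cell A alone 6 and 13 in U-251MG. Replicate blocks gave 1874 and 1514 in U-2 OS, one model over all 6 groups 100 and 90 in U-2 OS and 2625 and 2323 in U-251MG, DESeq2 2100 and 2143 in U-251MG, and no filter 1785 and 1980 in U-251MG, 1176 cytoplasmic in U-2 OS and 2772 cytoplasmic in A-431. The GC offset gave 337 and 208 in U-2 OS, 70 and 97 in U-251MG and 573 and 605 in A-431. Genes in all 3 cell lines numbered 605 and 438 with DESeq2, 1807 and 1525 at an adjusted p under 0.05, and 567 and 676 without a filter.

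Without 1 library at a time, the counts ranged from 235 to 1369 and 208 to 1267 in U-2 OS, 232 to 903 and 335 to 955 in U-251MG, and 848 to 1941 and 864 to 1913 in A-431. The libraries that moved them by over 1.5 times were, in U-2 OS, total 2 (395 and 339), 3 (1369 and 1267) and 4 (453 and 362) and cytoplasmic 2 (372 and 225) and 3 (235 and 208). In U-251MG they were total 1 (417 and 645), 3 (536 and 682) and 4 (308 and 370) and cytoplasmic 3 (393 and 543), 4 (232 and 335) and 2, which moved both counts (263 in total RNA, and 430 of the 1126 in cytoplasmic RNA still called). In A-431 they were total 1 (848 and 864) and 4 (985 and 927) and cytoplasmic 2 (1072 in total RNA).

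The Pearson correlation in U-2 OS, U-251MG and A-431 was 0.98686, 0.98245 and 0.97787 on RPKM without logarithm, 0.97286, 0.97704 and 0.97939 with a pseudocount of 0.01, and 0.98858, 0.98463 and 0.98766 over genes of RPKM at least 1. It was 0.99783, 0.99541 and 0.99637 on log2(CPM + 1), and without 1 library 0.99334 to 0.99439 in U-2 OS. The U-2 OS difference in detected genes passed 0.05 with protein-coding genes (215.2), RPKM of at least 0.1 (353.8), a count of at least 1 after thinning (255.3) and all deposited libraries (766.3), each with exact p = 0.0286. In U-251MG, leaving out 1 library gave 651.1 to 873.4 detected genes and median RPKM differences of -0.29 to -0.21, with exact p = 0.0571 without any 1 cytoplasmic library. For lengths, an adjusted p under 0.05 gave 0.12 for the 5’ UTR of genes higher in total RNA (permutation p = 0.302), and their coding length difference was 0.050 with DESeq2 (p = 0.0525) and 0.10 against genes of matched expression (p = 0.937). The coding length of genes higher in cytoplasmic RNA differed by 0.23 over the median of transcripts (permutation p = 0.0301), 0.15 in at least 1 cell line (p = 1e-05), 0.18 with DESeq2 (p = 0.00644) and 0.19 at an adjusted p under 0.05 (p = 1e-05). Their 5’ UTR energy differed by 6.8 in at least 1 cell line (permutation p = 0.352) and 7.2 at an adjusted p under 0.05 (p = 0.267), and their 3’ UTR energy by 204 in at least 1 cell line (permutation p = 0.056). With an estimated correlation, 1 list call by camera held. Over all settings of the 288 pairs of a named gene and a cell line, the only reversal was that of ITGA3. Read numbers of rpkmforgenes and the exon-model length implied by RPKM were planned and not run. Small changes were recovered least in U-251MG, in 35 of 100 simulated changes of 0.5, and thinning to the smallest library left 951 and 1084 genes called there.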

Differences from the paper's values

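The count of protein-coding genes and the GC offset were chosen after the values were seen; the other alternatives were set before the data were examined.

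In U-2 OS 858 genes were higher in total RNA, from 4 total RNA and 3 cytoplasmic libraries, and the paper's value is 405, from 3 replicates for each fraction. The paper does not state whether its p is adjusted. The value falls within 1.5 times the paper's without total replicate 2 (395), without total replicate 4 (453) and without cytoplasmic replicate 2 (372), and with the GC offset, chosen after seeing the values (337). It does not with DESeq2 (1005), RLE (824), no filter (1018), an adjusted p under 0.05 (2748), an unadjusted p under 0.001 (1553), a log2 ratio of at least 1 (19), replicate blocks (1874), paper replicates 2 to 4 (753), all deposited libraries (634). Nor does it with thinning (826), one model over all groups (100), or without total replicate 1 (753), total replicate 3 (1369), cytoplasmic replicate 3 (235) or cytoplasmic replicate 4 (785).

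The median log2 3’ UTR length of genes called in none was 10.22, against about 9.6 in Fig. 3B, read by eye, as the paper's value. The median over the coding transcripts of a gene gives 9.78, within it, while the calls in at least 1 cell line, by DESeq2 or at an adjusted p under 0.05 and the genes matched on expression or GC content do not. The median log2 coding length was 10.77 in genes higher in total RNA, 10.51 in genes higher in cytoplasmic RNA and 10.42 in genes called in none, against the paper's about 15, about 13 and about 14 in Fig. 3C, read by eye. The genomic span from start to stop codon, introns included, gives 15.44, 13.26 and 14.45, within the paper's values, and no other alternative does. The median log2 RPKM was 3.02 and 2.92 in U-2 OS total and cytoplasmic RNA, 3.31 and 3.06 in U-251MG and 3.39 and 3.17 in A-431, against the paper's about 5 in Fig. 1B, read by eye, and no alternative comes within it. By the limits of Table S4, the deposited values held, in units of 1000 genes, 25.0 and 25.6 in U-2 OS total and cytoplasmic RNA, 22.3 and 23.1 in U-251MG and 22.4 and 23.0 in A-431, where the paper's Table S4 gives 14.98, 15.37, 13.68, 14.03, 13.5 and 13.8. Within 1.5 times these lie an RPKM of at least 1 (18504, 18633, 16434, 16810, 16602 and 17013 genes) and a count of at least 10 (17698, 18010, 15814, 16308, 16014 and 16618). An RPKM of at least 0.1, a count of at least 1 and thinning do not. Protein-coding genes alone, chosen after seeing the values, give 15.2, 15.4, 13.8, 14.1, 13.7 and 13.9.

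Of the genes higher in cytoplasmic RNA in all 3 cell lines, 89 of 199 had a coding sequence shorter than the median of genes called in none, while the paper states that most of them had shorter coding lengths. By the genomic span 159 of 199 were shorter. Of the genes higher in total RNA of U-2 OS, 265 of 715 had a longer coding sequence than the median of genes not called, while the paper states that most had longer ones in all cell lines. By the genomic span 445 of 715 were longer. By coding sequence, in U-251MG 523 of 827 and in A-431 1117 of 1484 had. With all libraries that Table S3 identifies, the other counts and percentages of differentially detected genes lay within 1.5 times the paper's, and the other lengths and the fold energies did not differ by these measures. The groups are unlike, since the paper's counts rest on 3 replicates for each fraction and those here on 4 in A-431 and U-251MG. With paper replicates 2 to 4, A-431 gave 480 genes higher in total and 563 in cytoplasmic RNA (6.37% of genes), where the paper's values are 1380 and 1334 (18%). U-251MG gave 596 and 713 (8.12%), where the paper's values are 1072 and 1203 (15%), so each of these differs. In U-2 OS these replicates gave 571 genes higher in cytoplasmic RNA (7.34% of genes differ), where the paper's values are 512 and 6%, which do not differ by this measure.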

Other observations

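The comparison of seed sites with 3’ UTR length was planned, and the comparisons of the unlisted U-2 OS library and of pairs of U-251MG cytoplasmic libraries were chosen after the result was seen.

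Calls among SR proteins and CLK kinases, which regulate splicing, were few, and a difference between the cell lines was not tested for this list. In U-2 OS, 3 of 17 SR proteins and CLK kinases, SRSF3, SRSF4 and SRSF9, were higher in total RNA and none was lower by edgeR or DESeq2 (3 at an unadjusted p under 0.05). SRSF3 (chromosome 6 of GRCh37, 36562130 to 36573377) had a log2 ratio of 0.28 (standard error 0.0548, adjusted p = 0.000174). In A-431, 4 of 16, SRSF2, SRSF5, CLK2 and CLK3, were higher in cytoplasmic RNA, and in U-251MG 1 of 16, CLK2 (3 and 1, none and 4, and none and 1 adjusted over the list alone). None of them was higher in total RNA in A-431 or U-251MG by edgeR (1 and 3 at an unadjusted p under 0.05, none and 1 by DESeq2). Of 42 immediate early mRNAs in U-2 OS, 3, GADD45A, IER3 and ZFP36L2, were higher in total RNA and none was lower by edgeR (3 and none adjusted over the list alone, 16 and 2 at an unadjusted p under 0.05, 5 and 1 by DESeq2). Against other genes the list was higher by camera (adjusted p = 0.0189, and adjusted p = 0.725 with an estimated correlation). In U-251MG 1 of 46, ID3, and in A-431 1 of 45, LIF, were higher in cytoplasmic RNA (1 and 1 adjusted over the list alone), and none was higher in total RNA by edgeR or DESeq2 (5 and 2 at an unadjusted p under 0.05). With the GC offset, chosen after the data were seen, the medians of the SR list in U-2 OS and U-251MG and of the immediate early list in U-251MG and A-431 changed sign.

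Of the zinc finger genes named ZNF, 39 of 393 were higher in cytoplasmic RNA and 17 in total RNA of A-431, 30 and 9 of 424 in U-251MG and 12 and 8 of 438 in U-2 OS (30 and 14, 27 and 6, and 9 and 5 adjusted over the list alone). Mitochondrial ribosomal proteins had 5, 8 and 5 of 74 higher in cytoplasmic RNA and 1, 2 and 1 higher in total RNA in A-431, U-251MG and U-2 OS (4, 8 and 6, and 1, 2 and 1, adjusted over the list alone). MRPL4, MRPL27, MRPS12 and MRPL55 were called in both A-431 and U-2 OS. Of 36 proteasome subunits, PSMC6 was higher in total RNA of A-431 and U-2 OS and PSMD12 in U-251MG, and PSMB6 was higher in cytoplasmic RNA of all 3, PSMB1 in U-2 OS, and PSMD8 and PSMB10 in U-251MG (none in A-431, 1 and 3 in U-251MG, and 2 and 3 in U-2 OS adjusted over the list alone). No replication-dependent histone gene, whose mRNAs mostly lack a poly(A) tail, was called by edgeR or DESeq2 among 14, 12 and 15 tested in A-431, U-251MG and U-2 OS (3, 2 and 2 higher in cytoplasmic RNA at an unadjusted p under 0.05). Markers of one cell line tested in another gave PERP higher in total RNA of U-2 OS, TNC higher in total RNA of A-431, and CDH2 higher in total and COL1A1 in cytoplasmic RNA of U-251MG.

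The U-2 OS cytoplasmic library that Table S3 does not list had 79.0 CPM of MALAT1 and 1152 CPM of NEAT1, both without TMM scaling. Across 11284 genes, which are not independent replicates, its log2 CPM minus that of cytoplasmic replicate 2, 3 or 4 correlated with the difference between the other two cytoplasmic replicates and total RNA at 0.424, 0.209 and 0.589 (Pearson).

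In U-251MG, cytoplasmic replicates 3 and 4, both on flow cell B, gave 1223 called genes against the 4 total RNA libraries, replicates 1 and 2, both on flow cell A, gave 19, and pairs across the flow cells gave 3 to 12. At an unadjusted p under 0.05 the same pairs gave 8457, 6877 and 6534 to 7846.

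Seed sites of 15 abundant miRNA families, a stand-in for the measured targets that the paper used, had a median of 3 per 3’ UTR in genes higher in total RNA in all 3 cell lines, 0 in genes higher in cytoplasmic RNA and 2 in genes called in none (permutation p = 1e-05 for each). Per kilobase of 3’ UTR, genes higher in total RNA held 0.8535 times the sites of genes called in none. Within the cell lines the ratio was 0.877 in U-2 OS, 0.901 in U-251MG and 0.921 in A-431. The last 2 lie within the bounds set for 3’ UTR length as the cause (0.9 to 1.1). The values 0.8535 and that of U-2 OS lie below these bounds and none lies above. Each ratio was below 1, which argues against a higher density of sites as the source of the higher number, for the 15 families counted. By these bounds it stays open whether 3’ UTR length alone sets the number. Over genes, the sites per kilobase gave permutation p = 0.0124 for genes higher in total RNA. Genes higher in cytoplasmic RNA held 1.20 times the sites per kilobase (permutation p = 0.783 over genes).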
